# Comprehensive characterization of circular RNAs in ~ 1000 human cancer cell lines

**DOI:** 10.1186/s13073-019-0663-5

**Published:** 2019-08-26

**Authors:** Hang Ruan, Yu Xiang, Junsuk Ko, Shengli Li, Ying Jing, Xiaoyu Zhu, Youqiong Ye, Zhao Zhang, Tingting Mills, Jing Feng, Chun-Jie Liu, Ji Jing, Jin Cao, Bingying Zhou, Li Wang, Yubin Zhou, Chunru Lin, An-Yuan Guo, Xi Chen, Lixia Diao, Wenbo Li, Zhiao Chen, Xianghuo He, Gordon B. Mills, Michael R. Blackburn, Leng Han

## Abstract

**Background:**

Human cancer cell lines are fundamental models for cancer research and therapeutic strategy development. However, there is no characterization of circular RNAs (circRNAs) in a large number of cancer cell lines.

**Methods:**

Here, we apply four circRNA identification algorithms to heuristically characterize the expression landscape of circRNAs across ~ 1000 human cancer cell lines from CCLE polyA-enriched RNA-seq data. By using integrative analysis and experimental approaches, we explore the expression landscape, biogenesis, functional consequences, and drug response of circRNAs across different cancer lineages.

**Results:**

We revealed highly lineage-specific expression patterns of circRNAs, suggesting that circRNAs may be powerful diagnostic and/or prognostic markers in cancer treatment. We also identified key genes involved in circRNA biogenesis and confirmed that TGF-β signaling may promote biogenesis of circRNAs. Strikingly, we showed that clinically actionable genes are more likely to generate circRNAs, potentially due to the enrichment of RNA-binding protein (RBP) binding sites. Among these, circMYC can promote cell proliferation. We observed strong association between the expression of circRNAs and the response to drugs, especially those targeting chromatin histone acetylation. Finally, we developed a user-friendly data portal, CircRNAs in cancer cell lines (CircRiC, https://hanlab.uth.edu/cRic), to benefit the biomedical research community.

**Conclusions:**

Our study provides the characterization of circRNAs in cancer cell lines and explored the potential mechanism of circRNA biogenesis as well as its therapeutic implications. We also provide a data portal to facilitate the related biomedical researches.

**Electronic supplementary material:**

The online version of this article (10.1186/s13073-019-0663-5) contains supplementary material, which is available to authorized users.

## Background

CircRNA, a class of non-coding RNA characterized by a covalently closed circular structure [1], is emerging as a surprising, pervasive feature of gene expression with the discovery of its abundance among species [2, 3]. CircRNAs are generated by a “backsplicing” process in which a downstream 5′ splice site backsplices to an upstream 3′ splice site [4], and this process is regulated by both *cis* elements and *trans* protein factors [4]. For example, some RNA-binding proteins (RBPs), including QKI and MBL, can enhance circRNA formation via bridging flanking introns together [5, 6], while some RBPs (e.g., PTBP1) can reduce the formation of circRNAs [7, 8]. CircRNAs may also be regulated by specific biological processes, such as epithelial–mesenchymal transition (EMT) [6]. However, the detailed mechanism underlying circRNA biogenesis remains largely unknown.

Emerging evidence has shown important roles of circRNAs in human diseases, e.g., cancer [9, 10]. CircRNAs derived from oncogenic fusion genes, such as circMLL/AF9, can contribute to tumor-promoting properties [11], while circ-FBXW7, which is derived from a tumor-suppressive E3 ligase, can repress tumorigenesis [12]. Several databases have been developed for exploring the link between circRNAs and human diseases, such as the cancer-specific circRNA database (CSCD) [13]. Recent studies characterized the circRNAs, suggesting their functional roles to promote cell proliferation [14–16] and could serve as biomarkers in cancer [17, 18].

Human cancer cell lines are important experimental models and have facilitated fundamental discoveries in cancer research [19, 20]. Several large-scale drug sensitivity studies have been conducted in cancer cell lines to explore the diversity of therapeutic response [19, 21, 22]. These studies have systematically characterized multiple layers of genomic data in large numbers of cancer cell lines, including mutations, copy number variations, mRNA expression [19, 23], protein expression [21], alternative polyadenylation [22], and metabolism [24], coupled with pharmacological drug response profiles. These studies represent valuable resources to guide rational cancer therapeutic strategies. There is limited knowledge about the biogenesis, functional consequences, and therapeutic liability of circRNAs in cancer cell lines; to fill this gap, we systematically analyzed global circRNA expression in a large panel of cancer cell lines from the Cancer Cell Lines Encyclopedia (CCLE) [19] to enlarge the translational utility of cancer cell lines.

## Methods

### Data resources

We downloaded paired-end RNA-seq BAM files of 935 cancer cell lines from The NCI’s Genomic Data Commons (https://portal.gdc.cancer.gov/legacy-archive) [19] as previously described [25]. We downloaded the CCLE gene expression data from the Cancer Target Discovery and Development Network (https://ocg.cancer.gov/programs/ctd2/data-portal) [26], mutation data from CCLE data portal (https://portals.broadinstitute.org/ccle) [19], and reverse-phase protein array data from the MD Anderson Cell Lines Project (http://tcpaportal.org/mclp) [21]. Sequencing depths of 935 CCLE cancer cell line RNA-seq samples ranged from 3.4 M reads to 455.3 M reads with medium as 167.3 M reads. We downloaded drug sensitivity data and compound annotation information from three pharmacogenomic resources: Genomics of Drug Sensitivity in Cancer (GDSC, http://www.cancerrxgene.org/) [27], Cancer Therapeutics Response Portal (CTRP, https://portals.broadinstitute.org/ctrp/) [28], and CCLE (https://portals.broadinstitute.org/ccle) [19] as previously described [29, 30]. Gene expression *z*-scores of canonical EMT markers were obtained from CCLE database to calculate EMT score [31].

### Identification of circRNAs in cancer cell lines

To achieve the most reliable precision and sensitivity, as well as balanced performance [32], we combined four circRNA prediction methods, CIRI2 [33], CIRCexplorer2 [34], circRNA_finder [35], and find_circ [3], with default settings, to identify circRNAs from the CCLE RNA-seq dataset. We further required each circRNA to be detected by at least two methods, with backsplicing reads ≥ 2 in each cancer cell line. For each circRNA detected by at least two detection tools with at least 2 backsplicing reads, we calculated the average number of backsplicing reads across detectable tools. The average number of backsplicing reads was normalized by total number of reads in each cell line.

### Identification of lineage-specific mRNAs and lineage-specific circRNAs

To identify the lineage-specific mRNAs, we compared the median expression level $$ \mathrm{med}\left({e}_j^{(l)}\right) $$ of a gene (*j*) in a particular cancer lineage (*l*) to the median and interquartile range of its expression across all samples, as described by Sonawane et al. [36]:

$$ {s}_j^{(l)}=\left(\mathrm{med}\left({e}_j^{(l)}\right)-\mathrm{med}\left({e}_j^{\left(\mathrm{all}\right)}\right)\right)/ IQR\left({e}_j^{\left(\mathrm{all}\right)}\right). $$

We defined a gene with specificity score $$ {s}_j^{(l)}>0.5 $$ as being specific to cancer lineage *l*. The cutoff 0.5 was determined dynamically under that approximately half of all genes are identified as tissue-specific in our dataset [36]. We defined the circRNAs that can be detected in only one cancer lineage as lineage-specific circRNAs.

### Analysis of the biogenesis of circRNAs

To examine the effect of genes on circRNA biogenesis, we assessed the correlation between gene expression and normalized backsplicing read numbers by normalizing to the total number of reads (library size) in each cancer cell line. We defined significant correlation between gene expression level and normalized backsplicing reads as the absolute value of Spearman’s correlation > 0.3 and false discovery rate (FDR) adjuested *P *value < 0.05.

To assess the gene expression signatures or pathway associated with circRNA biogenesis, we first classified the cell lines into two groups (circRNA-low and circRNA-high) based on the backsplicing read numbers of all circRNAs. We then used GSEA (http://software.broadinstitute.org/gsea/index.jsp) [37] to test whether any hallmark gene sets are significantly enriched in the circRNA-high group. We considered the gene signatures or pathways with FDR < 0.05 as significantly enriched.

### TGF-β treatment

Human lung carcinoma cells (A549) were purchased from the American Type Culture Collection. This cell was used until between passages 2 and 5. SIS3, the Smad3 inhibitor for phosphorylation on serine 423/425, was purchased from Tocris. TGF-β1 was purchased from GenDEPOT. A549 cells were pretreated with 5 μM of SIS3 for 1 h, followed by TGF-β1 treatment at 5 ng/mL in the presence or absence of SIS3 for 30 min. Collagen 1 was used as a positive maker for the TGF-β experiment as described in previous studies [38, 39]. The cells were lysed by RIPA buffer that contained protease inhibitors (Thermo Scientific). The concentration of proteins was measured by BCA assay and used for western blot analysis.

### RNA sequencing

Cells were treated with TGF-β1 and SIS3, and RNAs were extracted by using the Quick-RNA MiniPrep kit from ZYMO Research. rRNA depletion was performed in NEBNext Ultra II Directional RNA Library Prep Kit implemented by Novogene prior to RNA-seq. RNA-seq was performed on an Illumina HiSeq platform by Novogene. RNA-seq data was analyzed using our analytic pipeline for CCLE samples as described in the previous section. The RNA-seq data have been submitted to the NCBI Gene Expression Omnibus (GSE119145).

### Permutation test

We randomly selected the same number of genes as the number of clinically actionable genes (total number 135) from the list of background genes (human protein-coding genes with circRNA expressed in at least five samples, excluding clinically actionable genes, *n* = 3693), with similar gene length, exon length, intron length, exon count, or expression level (within the range of those of clinically actionable genes). For testing enrichment of generation of circRNA from clinically actionable genes, we examined the frequencies of the circRNAs detected in the randomly selected gene sets from background genes. For testing enrichment of RBP binding peaks in clinically actionable genes, we retrieved RBP binding sites from CLIP-seq datasets for 37 RBPs deposited in starBase (http://starbase.sysu.edu.cn/) [40]. We collected binding peaks and calculated the number of peaks for each clinically actionable gene and background protein-coding gene. We repeated this process 10,000 times, and based on the observed distributions of these permutations, we assessed the statistical significance of enrichment of circRNAs in clinically actionable genes relative to random expectation.

### PCR amplification of linear MYC and circMYC upon RNase R treatment

We used specific primers to PCR linear MYC [F 5′- TAGTGGAAAACCAGCAGCCT-3′ R 5′- AGAAATACGGCTGCACCGAG-3′] and circMYC [F 5′ CTCACAGCCCACTGGTCCTC-3′ and R 5′- TCCAGCAGAAGGTGATCCAG-3′]. RNAs were isolated from the MDA-MB-231 that were transfected with either circMYC or control plasmids. Two micrograms of RNAs was incubated with RNase R (VWR) for 3 h to degrade linear RNAs, followed by TRIzol™-chloroform-based RNA purification. cDNAs were generated from the RNAs and were used for PCR reactions. No reverse transcriptase (No RT) was used as a negative control and the circMYC was used as a positive control to localize the appearance of circMYC. The treatment with RNase R and without circMYC overexpression was send out for Sanger sequencing with the primer as 5′-CATCAGCACAACTACGCAGC-3′.

### Overexpression and knockdown of circMYC

cDNA of MYC was amplified via PCR from the human cDNA using the following primers: F 5′-GGTCAGAGTCTGGATCACCTTC-3′ and R 5′-ACTGTCCAACTTGACCCTCTTG-3′. After the PCR amplification and purification, the cDNA part that undergoes circularization was cloned into the pcDNA3.1 circRNA mini vector which induces circularization of mRNA via the Gibson cloning [41]. MDA-MB-231 cells were transfected with the control or circMYC plasmid for 6 h by the JetPRIME™ reagent from Polyplus-transfection®. After 6 h of the transfection, the cells were further cultured with high-glucose DMEM media (GenDEPOT).

The MDA-MB-231 cells were plated onto TTP culture dishes. The cells were transfected with control siRNA or siRNA specific targets the junction of circular MYC for 8 h (INTERFERin® from PolyPlus-transfection®). The siRNA sequence is 5′ ACAGUGUCAGAGUCUGGAUCACCTT 3′+ 5′ AAGGUGAUCCAGACUCUGACACUGUCC 3′−. One day after the siRNA transfection, the cells were further transfected with control or circMYC plasmids for 6 h (JetPRIME™ from PolyPlus-transfection®).

### Western blot, RT-qPCR, and WST-1 cell proliferation

After 1 day with overexpression of circMYC, the RIPA buffer with protease inhibitor (Thermo Scientific) from Boston BioProducts was used to harvest protein lysates from the transfected MBA-MD231 cells. The cell lysate was centrifuged at 13,000*g* for 5 min followed by the removal of precipitates. The supernatant was subjected to BCA protein assay to determine the protein concentration. For western blot analysis, 30 μg of protein was used.

The transfected cells were harvested, and the RNAs were purified at day 4 via the TRIzol™-chloroform extraction. For one well in a six-well plate, 500 μL of TRIzol™ was added into the well to lyse cells and stabilize RNAs, followed by addition of chloroform. The upper layer of the phenol-chloroform was used for column-based RNA purification (RNeasy from Qiagen). One microgram of total RNA was used for cDNA synthesis by iScript™ cDNA synthesis kit from Bio-Rad, which contains both oligo dT and random hexamers. The levels of circMYC were detected by the following divergent primers which detect only circularized MYC transcript using RT-qPCR: F 5′-CATCAGCACAACTACGCAGC-3′ and R 5′-TCCAGCAGAAGGTGATCCAG-3′. 18s rRNA was used as internal control: F 5′-GTAACCCGTTGAACCCCATT-3′ and R 5′-CCATCCAATCGGTAGTAGCG-3′. For the cell proliferation assay, WST-1 from Sigma Aldrich was used from days 1, 2, 3, and 4.

### Associations between drug response and expression of circRNAs

We analyzed matched cell lines with both circRNA profiling and drug response data. For each individual circRNA, we first classified the cell lines into two groups based on the expression pattern of the circRNAs, based on if it exceeded the median value of backsplicing reads of all cell lines. We applied the Wilcoxon rank-sum test to identify individual drugs associated with the circRNA expression profile and quantify the difference in the mean AUC between the two groups. To correct the outcome of multiple tests, we used the Benjamini-Hochberg corrections. We defined a significant association between drug sensitivity and the circRNA profile with FDR < 0.05.

## Results

### Expression landscape of circRNAs across ~ 1000 cancer cell lines

To systematically investigate the global circRNA landscape in cancer cell lines, we combined four well-established, user-friendly computational algorithms [13, 32], CIRI2 [33], Find_circ [3], CircExplorer2 [34], and CircRNA_finder [35], to identify backsplice-spanning reads from 935 cancer cell lines across 22 cancer lineages. The number of cell lines in each cancer lineage and names of the cancer lineages are listed in Additional file 1: Table S1. Since different algorithms identified varied numbers of circRNAs [42] (Additional file 1: Figure S1A), we required the circRNAs to be supported by at least two methods with backsplicing reads ≥ 2, and we identified in total 92,589 circRNAs (Fig. 1a and Additional file 1: Figure S1B). In each cancer cell line, we identified an average of 374 circRNAs, ranging from 78 in WSU-DLCL, a B cell lymphoma cell line (DLBC), to 1341 in JHUEM-1, an endometrial adenocarcinoma cell line (UCEC, Fig. 1b). For example, MCF7, the most studied human breast cancer cell line (BRCA), contained 379 circRNAs, and MDA-MB-231, a triple-negative breast cancer cell line, contained 226 circRNAs, while A549, the cancer cell line most widely used for non-small cell lung cancer research, contained 893 circRNAs.

**Fig. 1:**
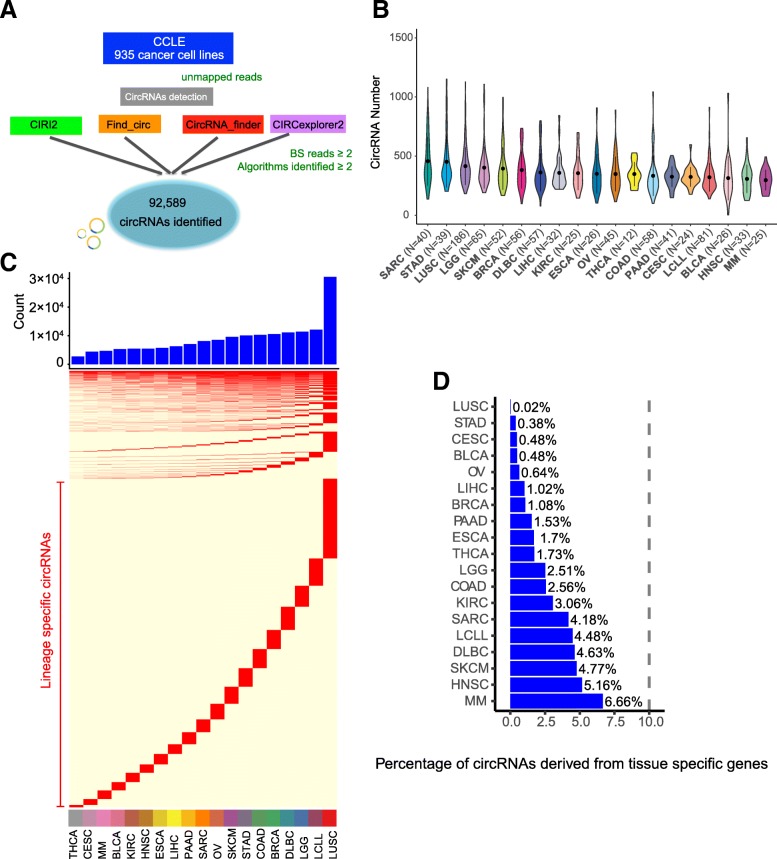
Global expression landscape of circRNAs across cancer cell lines. **a** Combination of four computational pipelines to identify circRNAs in Cancer Cell Line Encyclopedia (CCLE) RNA-seq data. **b** Violin plot shows number of circRNAs identified in cancer lineages with at least 10 cancer cell lines. **c** Tissue-specific circRNA profile across cancer lineages. The blue bar represents the total circRNA number for each cancer lineage. **d** Small percentage of lineage-specific circRNAs are derived from lineage-specific mRNAs

We further examined the expression pattern of circRNAs across cancer cell lineages. We identified 1108 circRNAs (1.20%) ubiquitously expressed in ≥ 15 cancer lineages. For example, circDNMT1 derived from DNMT1, which is a DNA methyltransferase with essential roles in mammalian development [43], was expressed in all the lineages. CircNotch2 derived from Notch2, an important therapeutic target in cancer treatment [44], was also expressed in all the lineages. Interestingly, 69,656 (75.2%) of the circRNAs were expressed exclusively in one cancer lineage, indicating that circRNAs are more likely to be lineage-specific (Fig. 1c). The lineage-specific circRNAs ranged from 627 (22.9%) in thyroid carcinoma to 16,533 (54.1%) in lung squamous cell carcinoma. Notably, these lineage-specific circRNAs cover a number of cancer-related genes. For example, circPIK3CB is specifically identified in the colon adenocarcinoma cancer lineage. PIK3CB is involved in the phosphoinositide 3-kinase (PI3K) pathway, which is frequently genetically altered in human colon and rectal cancer and has been identified as a potential therapeutic target [45]. Another attractive therapeutic target is ROS1, a proto-oncogene receptor tyrosine kinase [46]; we found circROS1 to be specifically identified in the sarcoma. This lineage-specific circRNA pattern can indicate important clues about its physiological function.

To examine whether lineage-specific circRNAs are introduced by their linear mRNA genes, we obtained lineage-specific mRNA genes as previously described [36]. We observed that only 0.02 to 6.66% of lineage-specific circRNAs are derived from the lineage-specific mRNA genes (Fig. 1d), suggesting that lineage-specific circRNAs are independent from the expression of their parental mRNA gene. We also examined the correlation between the average number of lineage-specific circRNAs and the average total number of mappable reads across cancer lineages and observed no significant correlation (*Rs* = 0.08 and *p* = 0.70; Additional file 1: Figure S1C), indicating that the coverage is not a potential bias in identifying lineage-specific circRNAs.

### Identification of key genes and biological processes for the biogenesis of circRNAs

The biogenesis of circRNAs is regulated by multiple factors, including *cis*-regulatory elements and *trans*-acting proteins [4]; however, the underlying mechanisms are still not fully understood. Here, we take advantage of this large-scale circRNA profile to identify key regulators in circRNA biogenesis. We focused on several groups of genes that have been reported as being involved in circRNA biogenesis, including spliceosome factors (*n* = 51) [47], 3′ end processing factors (*n* = 22) [47], RNA helicases (*n* = 71) [8], and a subset of RNA-binding proteins with potential effects on the biogenesis of circRNAs (RBPs, *n* = 104) [48]. Nine genes were significantly correlated with total backsplicing reads across all cancer cell lines (|*Rs|* > 0.3, FDR < 0.05), suggesting their significant roles in the biogenesis of circRNAs (Fig. 2a). We also identified RBPs negatively correlated with total backsplicing reads, which is consistent with a previous study [7]. Most of these genes showed strong positive correlations across multiple cancer lineages (Fig. 2b). For example, QKI showed positive correlation with the biogenesis of circRNAs in six cancer lineages (Fig. 2b). This is consistent with the previous discovery that upregulation of QKI can induce de novo circRNA biogenesis in breast cancer cells [6].

**Fig. 2:**
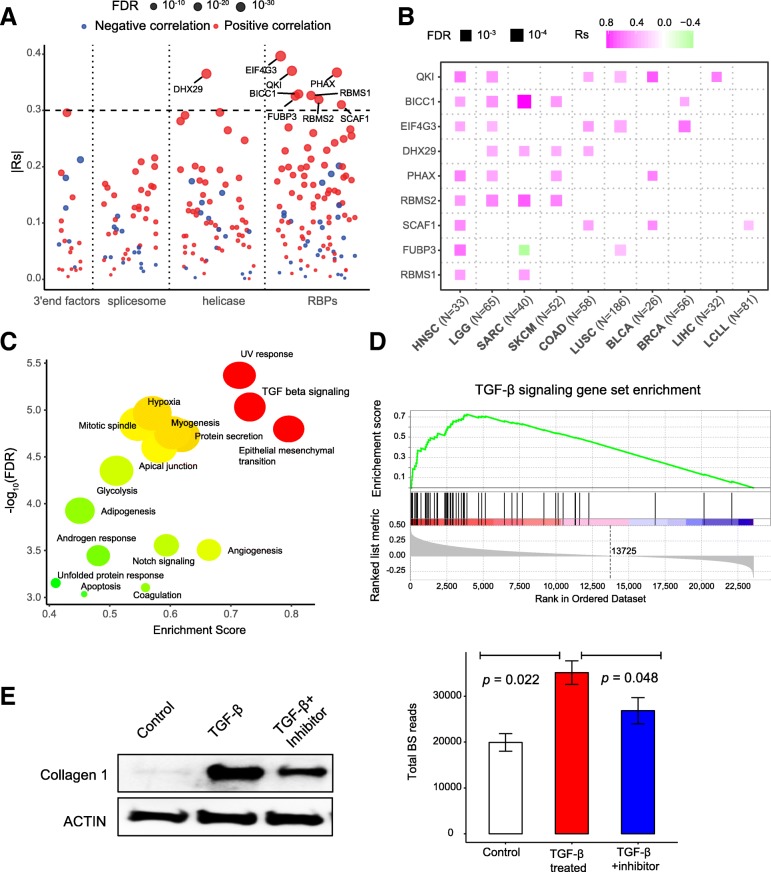
Regulators in biogenesis of circRNAs. **a** Correlation between each potential factor and normalized total circRNA backsplicing reads among all cancer cell lines. **b** Correlation between top 9 significant genes and normalized total circRNA backsplicing reads across multiple cancer lineages. The color represents the Spearman coefficient value; size represents the false discovery rate. **c** Gene set enrichment analysis (GSEA) of all 50 hallmark gene sets based on circRNA expression profile. **d** GSEA of TGF-β gene set based on circRNA expression profile across 935 cancer cell lines. **e** Cells were treated with TGF-β or TGF-β + SIS3. The COL1A1 and ACTIN protein levels were examined by western blot (left panel); bar plot represents total number of backsplicing reads for circRNAs within each sample (right panel)

To further explore other potential biological processes involved in circRNA biogenesis, we performed gene set enrichment analysis (GSEA) using 50 “hallmark” gene sets from the Molecular Signature Database that represent major biological processes [37]. All protein-coding genes (*n* = 23,714) available in the gene expression matrix of CCLE are used as background for GSEA. We identified 16 significant related biological processes that may contribute to the biogenesis of circRNAs, such as EMT, which is consistent with a previous report [6] (Fig. 2c). Indeed, the number of circRNA reads is highly correlated with EMT score based on canonical EMT markers [31] (Spearman correlation *Rs* = 0.37, *p* < 2.2 × 10^− 16^; Additional file 1: Figure S2A). The number of circRNA reads is also significantly higher in cancer cell lines with higher EMT score (Wilcoxon rank-sum test *p* = 5.5 × 10^− 16^; Additional file 1: Figure S2B). Interestingly, we also found that the TGF-β pathway, an important signaling pathway in cancer development [49], is significantly enriched in cancer lineages with high numbers of backsplicing reads (Fig. 2d). 

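A549 is a human lung carcinoma cell line. RNA of A549 cells was sequenced in 6 libraries, with 2 replicates for each of 3 groups: control cells, cells given TGF-β1 at 5 ng/mL for 30 min, and cells pretreated for 1 h with 5 μM SIS3 before TGF-β1 was added. SIS3 inhibits the phosphorylation of Smad3, a step of TGF-β signaling. The paper describes rRNA depletion before library preparation, whereas the sample labels name polyadenylated RNA. The difference bears on the counts, because a circRNA has no poly(A) tail. A backsplicing read spans the junction that closes the circle. The authors called circRNAs with CIRI2, Find_circ, CircExplorer2 and CircRNA_finder, kept a circRNA in a library if at least 2 of the 4 tools found it with at least 2 backsplicing reads, and averaged the reads over the tools that found it. Their deposited values are these averages, which need not be whole numbers, for 5134 circRNAs named by chromosome, start, end and strand. The lowest value is 2, and a circRNA without a call in a library was counted as 0 there. The methods add a division by the total number of reads, which the values do not show, since they step only in the fractions that averaging over 2 to 4 tools gives. The number of reads sequenced per library was not used here, so a difference in sequencing depth between libraries remains in the totals. The total number of backsplicing reads was 18331 and 14028 in the control libraries, 33765 and 29327 with TGF-β, and 21420 and 29865 with TGF-β + SIS3. Of the 5134 circRNAs, 4035 were called in only 1 library and 167 in all 6. Between replicates, from 14.8% to 18.8% of the circRNAs called in either library were called in both. The table names no host gene and the paper's text names no genome build. At most 0.214% of the circRNA ends fall on an exon end annotated in GRCh38, so that annotation was not used to name genes, and coordinates are printed as the table gives them.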

We treated the A549 human lung carcinoma cells with TGF-β and confirmed the activation of TGF-β signaling by the induction of Collagen 1 (Fig. 2e, left panel). Indeed, the total number of backsplicing reads increased significantly with TGF-β treatment (Student’s *t* test, *p* = 0.022; Fig. 2e, right panel). 

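The total number of backsplicing reads was 31546 ± 3138 (SD, n = 2) with TGF-β and 16180 ± 3043 (SD, n = 2) in control cells, a ratio of 1.95. The difference is larger than the spread between replicates, and both TGF-β libraries lay above both control libraries. The two-sided exact permutation test gave p = 0.333, which is the smallest p this test gives for 2 libraries against 2, so the test cannot reach 0.05. The number of circRNAs called was 1364 ± 167 (SD, n = 2) with TGF-β and 1098.5 ± 170.4 (SD, n = 2) in control cells. The mean number of reads per called circRNA rose from 14.7 ± 0.491 (SD, n = 2) to 23.2 ± 0.533 (SD, n = 2). The median per called circRNA was 3 reads in each of the 6 libraries. Over the 167 circRNAs called in all 6 libraries, the ratio of the totals was 1.62. Of these circRNAs, 131 had a higher mean with TGF-β. Both TGF-β libraries lay above both control libraries for 91 of them (54.5%) and below both for 14. Chance gives 16.7% for a single circRNA. These values were not scaled, so a factor shared by a library's circRNAs shifts the count, and 16.7% is not its no-change value. The circRNAs are not independent of each other either. The median log2 ratio of the 167 circRNAs was 0.63, and 0.014 after TMM scaling, which removes a factor shared by most circRNAs.

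To see where the reads lie, circRNAs that overlap on the same strand were merged into 3085 loci, a grouping chosen after the data were seen. Of the 86 loci called in all 6 libraries, 52 had a higher mean with TGF-β than in control cells. Their median log2 ratio was 0.19 without scaling, against 0.63 over the 167 circRNAs. The locus with most reads lies on the minus strand of chromosome 17 from 48263345 to 48276688 and holds 284 circRNAs. It took 45.6% ± 4.25 (SD, n = 2) of the backsplicing reads in control cells and 55.7% ± 0.153 (SD, n = 2) with TGF-β. Its reads numbered 7801 and 6812.5 in the control libraries and 18844 and 16304 with TGF-β. After TMM scaling its log2 fold change was 0.94 (standard error 0.26), with an adjusted p of 0.0688 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In 3 of the other settings tried, DESeq2 among them, it passed the threshold of 0.05. In the others that gave an adjusted p it did not. With the table totals in place of TMM its log2 fold change was 0.21 (adjusted p = 0.240 from the same edgeR test with Benjamini-Hochberg adjustment). The 10 loci with most reads together took 77.5% ± 1.05 (SD, n = 2) in control cells and 86.3% ± 0.581 (SD, n = 2) with TGF-β. The setting that moved the ratio of the totals most was to leave out these 10 loci. The totals were then 4318 ± 612 (SD, n = 2) with TGF-β and 3651 ± 853 (SD, n = 2) in control cells, a ratio of 1.18, and the libraries of the groups overlapped. These 10 loci were picked with the TGF-β libraries included. Without the 10 loci with most reads in control cells, the ratio was 1.45 and both TGF-β libraries lay above both control libraries.

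**Figure D1:**
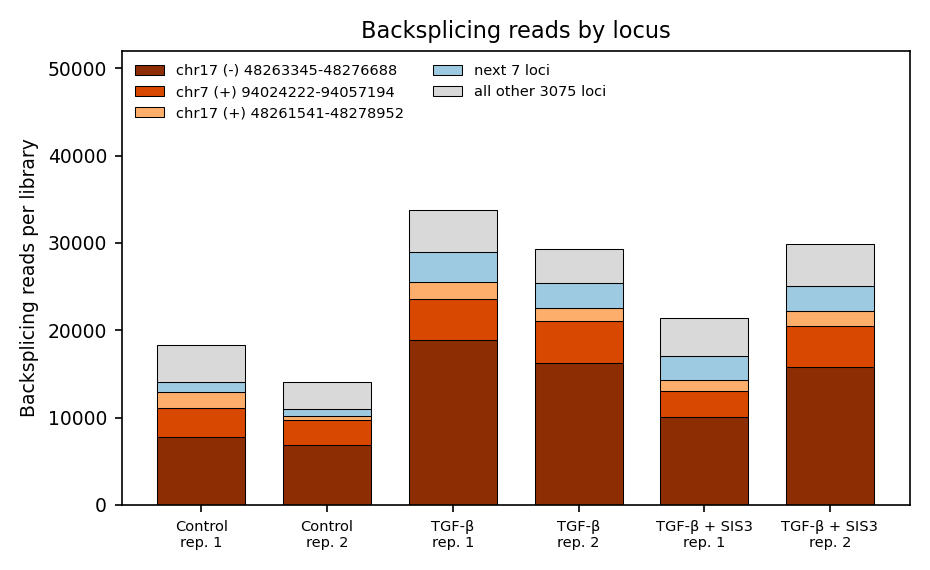
Backsplicing reads per library (vertical axis) in the 6 A549 libraries, stacked by locus, with 1 bar per replicate. The 3 loci with most reads, the next 7 together and all other 3075 loci are shown in separate colours. The chromosome 17 minus-strand locus holds 7801 and 6812.5 reads in the control libraries against 18844 and 16304 with TGF-β, while the other 3075 loci hold 4254 and 3048 against 4751 and 3886. The 10 loci shown apart have the highest mean over all 6 libraries, TGF-β included.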

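With TGF-β + SIS3, the total number of backsplicing reads was 25642 ± 5971 (SD, n = 2), a ratio of 0.813 to cells given TGF-β alone. The fall of the mean takes back 38.4% of the rise, 65.9% without TGF-β + SIS3 replicate 2 and 10.9% without TGF-β + SIS3 replicate 1. It is smaller than the spread between the replicates with SIS3, of which replicate 2 lay above TGF-β replicate 2 (two-sided exact permutation test, p = 0.667). The ratio was 0.679 without TGF-β + SIS3 replicate 2 and 0.947 without TGF-β + SIS3 replicate 1. With the libraries scaled by the upper quartile of the circRNAs called in all 6, the ratio was 1.02 and the direction changed. Against control cells the ratio was 1.58, with both SIS3 libraries above both control libraries (two-sided exact permutation test, p = 0.333). The number of circRNAs called with SIS3 was 1380 ± 66.5 (SD, n = 2), a ratio of 1.01 to TGF-β alone. The mean number of reads per called circRNA was 18.5 ± 3.44 (SD, n = 2). Over the circRNAs called in all 6 libraries the total was 12363 ± 2266 (SD, n = 2) with SIS3 and 15812.5 ± 67.9 (SD, n = 2) with TGF-β alone, and both SIS3 libraries lay below both TGF-β libraries (ratio 0.782).

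The chromosome 17 minus-strand locus held 10026 and 15755 reads in the SIS3 libraries. Its log2 fold change against TGF-β alone was -0.63 (standard error 0.26, adjusted p = 0.761 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was -0.36 without TGF-β + SIS3 replicate 1, -0.93 without TGF-β + SIS3 replicate 2 and -0.13 with the table totals in place of TMM. Of the 167 circRNAs called in all 6 libraries, 49 had a higher mean with SIS3 than with TGF-β alone. Without scaling, both SIS3 libraries lay below both TGF-β libraries for 51 and above both for 16. The median log2 ratio was -0.20, and -0.0027 after TMM scaling. By locus the direction differed: of the 86 loci called in all 6 libraries, 54 had a higher mean with SIS3 than with TGF-β alone. Their median log2 ratio was 0.18 without scaling. Across the circRNAs called in all 6 libraries, which are not independent replicates, the log2 ratio of TGF-β to control and that of SIS3 to TGF-β had a Pearson's r of -0.27. Both ratios share the TGF-β libraries. In 1000 simulations of unchanged groups r was -0.51 on average, with 95% of the values from -0.62 to -0.39. With a different TGF-β replicate in each ratio, r was 0.15 or -0.057.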

Treatment with SIS3, a TGF-β signaling inhibitor [50], markedly reduced the induction of COL1A1 and decreased the total number of backsplicing reads, suggesting that SIS3 reversed the TGF-β-mediated enhancement of circRNA formation (Student’s *t* test, *p* = 0.048; Fig. 2e, right panel). This is consistent with a previous study using TGF-β treatment to induce epithelial–mesenchymal transition (EMT), which increased the circRNA abundance (Additional file 1: Figure S2C) [6]. 

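Single circRNAs were tested with edgeR's quasi-likelihood test on the values rounded to whole numbers, with TMM scaling and the 3 groups in one fit. Of 308 circRNAs with enough reads to test, 6 had an adjusted p under 0.05 with TGF-β against control, all of them higher. The number called varied between 0 and 47 across the other settings tried. With SIS3 against TGF-β alone, 0 circRNAs were called and 17 had an unadjusted p under 0.05. With TGF-β + SIS3 against control, 11 were called, 10 higher and 1 lower. All 6 circRNAs called with TGF-β alone were among them. Of those 6, 5 were called in neither control library, so no fold is given for them. A missing call is not a count of 0, since values of up to 1322.5 reads stand beside a missing call in the other replicate.

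The largest rise by the fit was that of the circRNA on the plus strand of chromosome 17 from 48265937 to 48266364. It was missing in both control libraries, had 86.7 and 78.3 reads with TGF-β and 42.3 and 77.7 with TGF-β + SIS3 (adjusted p = 0.0478 for TGF-β against control, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It overlaps the minus-strand locus with most reads, so its strand is uncertain. The circRNA on the minus strand of chromosome 13 from 110866272 to 110866362 was chosen after its values were seen, as the called circRNA that also had reads in control cells. It had 14 and 8.5 reads in the control libraries, 207 and 204.5 with TGF-β, and 179.5 and 183 with TGF-β + SIS3. Its log2 fold change with TGF-β was 3.54 (standard error 0.32, adjusted p = 0.0478 from the same edgeR test with Benjamini-Hochberg adjustment). The circRNA on the plus strand of chromosome 7 from 94053647 to 94054536 had 17.5 and 24.5 reads in the control libraries and 31 and 24 with TGF-β, and was missing in both SIS3 libraries (adjusted p = 0.0479 against control from the same edgeR test with Benjamini-Hochberg adjustment). All 3 circRNAs were past the threshold with DESeq2 and none with the table totals in place of TMM, where the adjusted p was 0.0502, 0.0502 and 0.0566 in edgeR's test with Benjamini-Hochberg adjustment.

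Of 105 loci tested in the same way, 15 were higher and 4 lower with TGF-β against control. With SIS3 against TGF-β alone, 0 loci were called and 4 had an unadjusted p under 0.05. The paper draws its conclusion on TGF-β signaling and the biogenesis of circRNAs from the enrichment of the TGF-β gene set in lineages with many backsplicing reads, the higher total with TGF-β, the lower total with SIS3 and the earlier study of TGF-β treatment it cites.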

Taken together, our data further confirmed that activation of the TGF-β signaling pathway could promote the biogenesis of circRNAs.

### Characterization of circRNAs generated from clinically actionable genes

Clinically actionable genes in cancer research are genes and/or associated genes that have been approved by the US Food and Drug Administration as drug targets for cancer therapy [46]. We identified 59 (43.7%) clinically actionable genes that could form circRNAs in at least one cancer cell line (Fig. 3a). For example, Notch2, the key gene in the notch signaling pathway [51], has had circRNAs identified in 349 (37.3%) cancer cell lines. MYC, an oncogene that contributes to the progression of many human cancers, has had circRNAs identified in 208 (22.2%) cancer cell lines. Interestingly, clinically actionable genes are more likely to generate circRNAs (43.7% vs. 19.4%, Pearson’s chi-squared test *p* < 2.2 × 10^− 16^; Additional file 1: Figure S3A), and this enrichment is not introduced by gene length (permutation test, *p* < 1 × 10^− 4^), intron length (*p* < 1 × 10^− 4^), number of exons (*p* < 1 × 10^− 4^), or gene expression level (*p* < 1 × 10^− 4^, Fig. 3b). To further understand the enrichment of circRNAs in clinically actionable genes, we examined a batch of experimentally validated RNA-binding protein (RBP) binding peaks [40] because RBP could potentially affect the biogenesis of circRNA [48]. We found clinically actionable genes have more RBP binding sites (median 853 vs. 210, Wilcoxon rank-sum test *p* < 2.2 × 10^− 16^; Additional file 1: Figure S3B), and this is not introduced by confounding factors of gene length (permutation test, *p* < 1 × 10^− 4^), exon length (*p* < 1 × 10^− 4^), or number of exons (*p* < 1 × 10^− 4^, Fig. 3c). This result suggested that the enrichment of circRNAs in clinically actionable genes is possibly due to the enrichment of RBP binding sites.

**Fig. 3:**
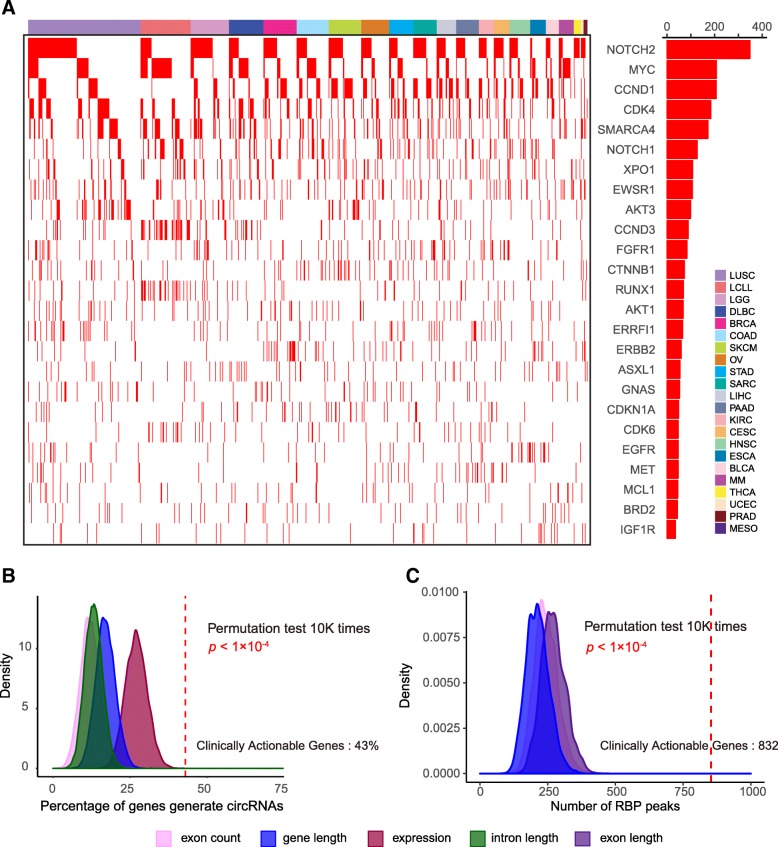
Characterization of circRNAs generated from clinically actionable genes. **a** circRNA expression pattern in clinically actionable genes across cancer lineages. Red bars on the right panel represent the total number of cancer cell lines that identified each circRNA. **b** Permutation test of enrichment of circRNAs compared with randomly selected background gene list. Randomly selected background genes were sampled from genes with similar length, intron length, number of exons, or gene expression level. Vertical red lines indicate the percentage of clinically actionable genes that generated circRNAs. **c** Permutation test of number of RBP binding peaks on clinically actionable genes with randomly selected background gene list. Randomly selected background genes were sampled from genes with similar length, number of exons, or exon length. Vertical red lines indicate the median number of RBP binding peaks of clinically actionable genes

### Functional effects and drug response of circMYC in cancer

To further explore the functional effects of circRNAs in human cancer, we focused on circMYC (chr8:128752711-128752871), which is derived from one of the most important cancer genes. Interestingly, circMYC is significantly more abundant than its paralogous genes (22.2% vs. circMYCL 2.4% and circMYCN 0.2%, Pearson’s chi-squared test *p* < 2.2 × 10^− 16^, Additional file 1: Figure S4A). We found that both the MYC mRNA level (Student’s *t* test *p* < 2.2 × 10^− 16^) and protein level (Student’s *t* test *p* = 0.005) are significantly higher in the group with circMYC expression (Fig. 4a). To further experimentally verify the effect of circMYC on MYC protein expression, we overexpressed circMYC by transferring a synthetic circMYC expression vector into MDA-MB-231, a human breast cancer cell line. We observed the signal for circMYC with or without treatment of RNase R (Additional file 1: Figure S4B), and the Sanger sequencing further confirmed that the PCR products spanned the circular junction of predict circMYC (Fig. 4b), suggesting that our circMYC is a bona fide circRNA. We then confirmed the overexpression of circMYC by using divergent primers that specifically amplified the backspliced sites of circMYC (Fig. 4c, upper panel). We observed the overexpression of MYC mRNA (Fig. 4c, lower panel) and protein (Additional file 1: Figure S4C) upon overexpression of circMYC. Furthermore, the overexpression of circMYC led to a significant increase in cell proliferation, compared to cells transfected with a control vector (Fig. 4d). SiRNA knockdown of circRNA led to a decrease in cell proliferation, confirmed the specific effects of overexpressed circMYC (Fig. 4d). Taken together, these results suggest that circMYC play significant roles in cell proliferation, potentially through mediating MYC gene.

**Fig. 4:**
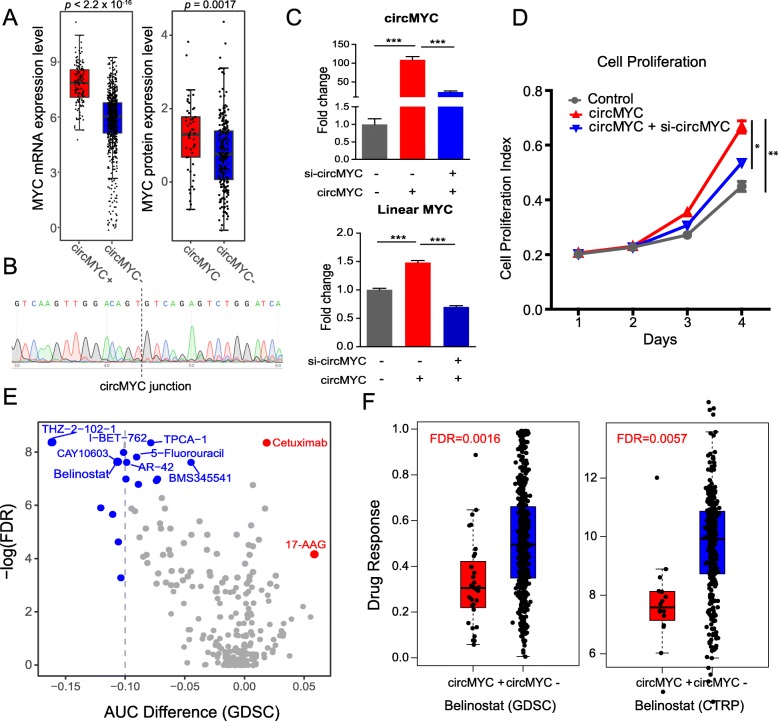
Functional effects and drug response of circMYC in cancer. **a** Overexpression of MYC mRNA level (left panel) and protein level (right panel) in cancer cell lines with expression of circMYC. **b** Sanger sequencing confirmed that PCR products spanned the circular junction of predicted circMYC. The black dash line indicates the circular junction site. **c** RT-qPCR for the overexpression and siRNA knockdown of circMYC in MDA-MB-231 cell for circMYC (upper panel) and MYC mRNA level (lower panel). **d** Cell proliferation assay in MDA-MB-231 cells transfected with circMYC and with specific circMYC knockdown. **e** The association between circMYC and response of diverse drugs (AUC) from GDSC dataset. **f** Comparison of Belinostat response between circMYC-positive and circMYC-negative cells from GDSC and CTRP dataset (FDR calculated from Wilcoxon rank-sum test with multiple adjustment). *: *p* < 0.05; **: *p* < 0.01; ***: *p* < 0.001

We further explored the effects of circMYC on drug response from Genomics of Drug Sensitivity in Cancer (GDSC) with 265 drugs for 644 human cancer cell lines [27], and Cancer Therapeutics Response Portal (CTRP) with 481 drugs for 860 cancer cell lines [28]. CircMYC are significantly associated with drug response of multiple drugs, including Belinostat, THZ−2−102−1, Cetuximab among the top ones in GDSC (Fig. 4e). Among these significantly associated drugs, Belinostat, a HDAC inhibitor, showed consistent sensitive with circMYC in both datasets of GDSC (Wilcoxon rank-sum test with multiple adjustment, FDR = 0.0016, Fig. 4f) and CTRP (FDR = 0.0057, Fig. 4f). We also observed that circMYC expression was consistently sensitive towards treatment with Vorinostat, another HDAC inhibitor in both datasets of CTRP (FDR = 0.0032) and GDSC (FDR = 0.00048, Additional file 1: Figure S4D). However, due to the nature of drug response data with large spread [19, 52], further in vitro and in vivo investigation is necessary to select appropriate treatment options. Our results highlighted the possibility that circMYC generated from MYC may affect drug response in ways that are beyond known mechanisms, including genomic variation [23] and transcriptomic variation [22].

### Therapeutic liability of circRNAs

We further performed systematic analysis to examine the effects of circRNAs on drug response from the GDSC drug dataset. We identified 4564 circRNA–drug pairs with statistically significant association (false discovery rate [FDR] < 0.05). For example, cellular sensitivity to the drug Vorinostat, a HDAC inhibitor, is positively associated with 48 circRNAs and negatively associated with 25 circRNAs (Fig. 5a). We focused on drugs highly associated with circRNAs (*n* > 30) and examined the pharmaceutical targets of these drugs. Interestingly, we found that the top drug category is drugs that target chromatin histone acetylation. For example, 6 of 11 HDAC inhibitors are associated with circRNAs (Fig. 5a). To further validate this finding, we examined the effects of circRNAs on drug sensitivity using another independent dataset from CCLE, which included 24 drugs on 468 cancer cell lines [19]. We identified 343 significantly associated circRNA–drug pairs (FDR < 0.05). The top drug associated with circRNAs is Panobinostat, a HDAC inhibitor (Fig. 5b). The high correlations between circRNAs and HDAC inhibitors are also identified in drug response database of CTRP (Additional file 1: Figure S5). For instance, Vorinostat, a HDAC inhibitor, is positively associated with 100 circRNAs and negatively associated with 48 circRNAs in CTRP. This consistency highlighted the close link between chromatin histone acetylation inhibition drugs and circRNA expression.

**Fig. 5:**
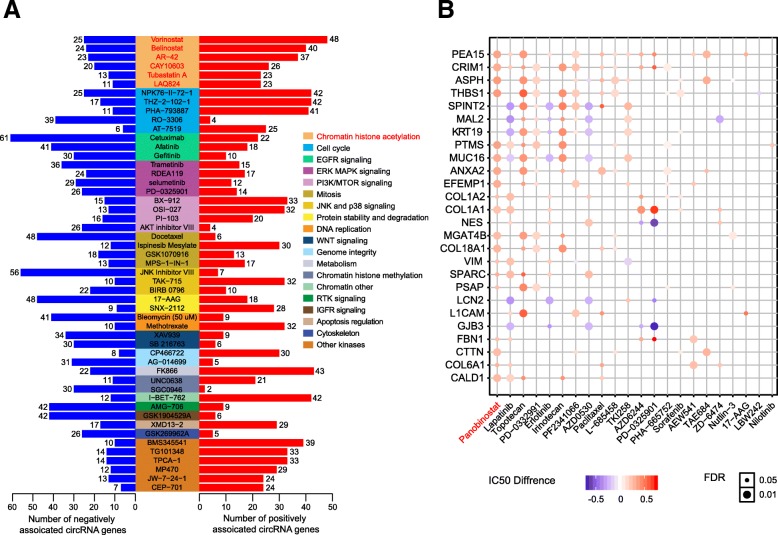
Therapeutic liability of circRNAs in GDSC and CCLE. **a** Significantly associated circRNA–drug pairs in Genomics of Drug Sensitivity in Cancer (GDSC) dataset. Blue bar denotes negative association; red bar denotes positive association. **b** Association of circRNA profiles with drug sensitivity in Cancer Cell Lines Encyclopedia (CCLE) dataset. The circle color represents the mean AUC difference between circRNA-positive and circRNA-negative groups; circle size represents false discovery rate

### A user-friendly data portal for integrative analysis of circRNAs with multi-omics data in cancer cell lines

To facilitate the exploration of the function of circRNAs across ~ 1000 cancer cell lines by the wider research community, we developed a user-friendly data portal, CircRNAs in cancer cell lines (CircRiC, https://hanlab.uth.edu/cRic). In this portal, we provide circRNA expression data and the association between circRNA expression and multi-omic data, including mRNA expression, proteomic, mutation, and drug sensitivity data. CircRiC enables users to examine the features of circRNAs in cancer cell lines in a flexible and interactive way. CircRiC provides four interactive modules: expression landscape, biogenesis, drug response, and integrative analysis (Fig. 6a). The expression landscape module provides the circRNA expression profile across all cancer cell lines (Fig. 6b, Additional file 1: Figure S6A). The biogenesis module shows the genome-wide correlation of the expression of individual genes with the total backsplicing reads (Fig. 6c, Additional file 1: Figure S6B), which indicates the potential role of genes in circRNA biogenesis. The drug response module provides the association between circRNAs and drug sensitivity using GDSC, CCLE, and CTRP drug response datasets (Fig. 6d, Additional file 1: Figure S6C). In the integrative analysis model, we systematically analyze the associations between circRNAs and mRNA, proteins, or mutations. We identified 2649 significant circRNA–protein associations, 9604 circRNA–mRNA associations, and 117,258 circRNA–mutation associations (Fig. 6e). With the module, users can easily examine whether one circRNA is associated with various types of molecular data. For example, circKRT19 expression derived from KRT19, a notch signaling regulator in breast cancer [53], is significantly associated with higher ERBB3 expression in mRNA (Wilcoxon rank-sum test, FDR < 2.2 × 10^− 16^) and protein levels (Wilcoxon rank-sum test, FDR = 7.91 × 10^− 11^) (Additional file 1: Figure S6D). The expression of circKRT19 is negatively associated with ERBB3 mutation (FDR = 6.66 × 10^− 12^) (Additional file 1: Figure S6D), suggesting latent mutual exclusivity. ERBB3 is a member of the receptor tyrosine kinase family and is involved in the development of numerous types of human cancer [54]. This result has implicated circKRT19 in the regulation of ERBB3 function and in cancer development. In addition, we provide predicted miRNA- and RNA-binding protein binding sites for each circRNA. In summary, CircRiC provides multiple layers of circRNA-related data for browsing, analyzing, visualizing, and downloading. This valuable resource will significantly contribute to research on circRNAs.

**Fig. 6:**
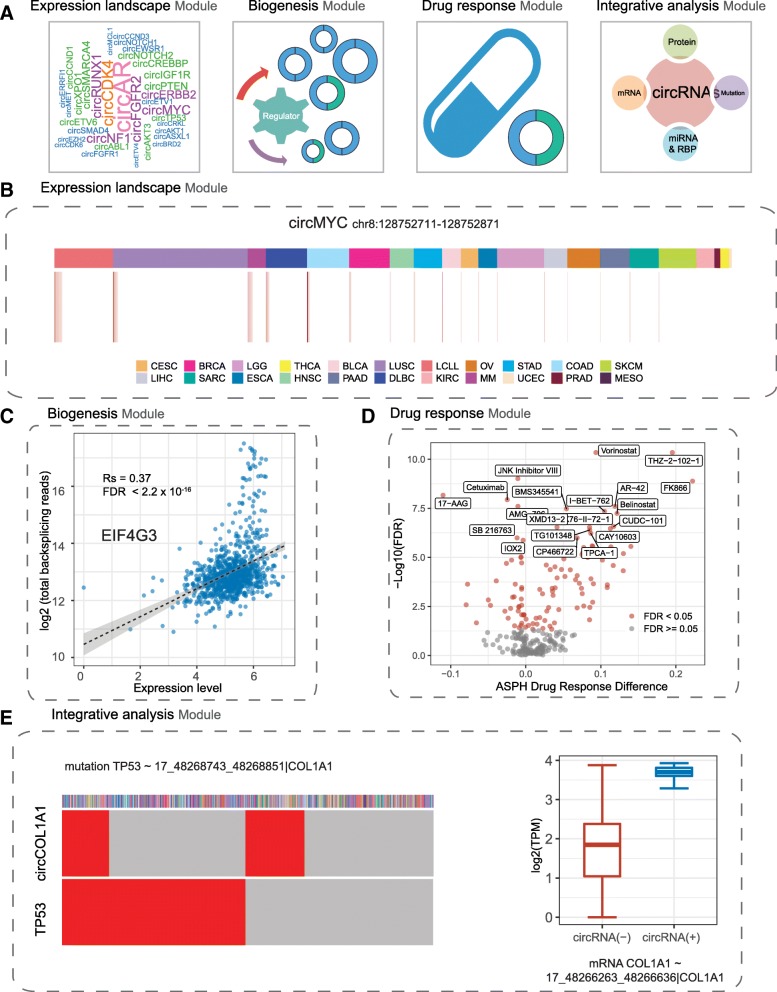
Overview of CircRiC data portal. **a** Graphic scheme of CircRic data portal. **b**–**e** Four functional modules and graphic examples in CircRiC: expression landscape of circRNA across cancer cell lines (**b**), biogenesis of circRNA (**c**), drug response associations between drug response and circRNAs (**d**), integrative analysis of circRNA with multi-omics features, including mutations, mRNA expression, or protein expression (**e**)

## Discussion

CircRNAs have been found to be ubiquitous in human cancers [12, 55]. Using large cancer cell-line datasets, we systematically characterized circRNA profiles across multiple cancer lineages. Different algorithms adopt distinct strategies to detect backsplicing events (where circular RNAs are produced) from RNA sequencing reads [56, 57]. In particular, CIRI2 examines the paired chiastic clipping signals from the mapping information, while Find_circ predicts the backsplicing events from the first and last 20-bp anchors of unmapped reads. In addition, CircExplorer2 and CircRNA_finder both employed split-alignment aligners to parse backsplicing events. These algorithms have been comprehensively evaluated in previous literatures [32, 33, 56]. As expected, these algorithms yielded divergent circRNA predictions. Therefore, we combined the outputs of these four tools to reduce false positive predictions of circRNAs. We found that the majority of circRNAs can only be identified in one cancer lineage, and the lineage specificity is independent from the parental mRNA gene expression. This result revealed that circRNAs are specifically generated in different cancer lineages, which may further contribute to tumor heterogeneity.

We further explored the key genes involved in circRNA biogenesis. We identified 9 RBPs that are significantly associated with global circRNA biogenesis, which is consistent with a previous study, that RBPs are key regulators of tissue-specific pattern in circRNAs [7]. Other than known factor QKI, we identified several novel RBPs that could potentially contribute to promote circRNA biogenesis. Besides individual factors, we also confirmed TGF-β signaling to be involved in circRNA formation as previously described [6].

Furthermore, we observed that clinically actionable genes are more likely to generate circRNAs. This is possibly due to the enrichment of RBP binding sites, which is independent from gene length, intron length, number of exons, or gene expression level. Further investigation is necessary to understand the underlying mechanism and clinical utility of the enrichment of circRNAs in clinically actionable genes. Among those clinically actionable genes, we demonstrated the functional roles of circMYC to increase cell proliferation through mediating MYC gene, a key oncogene across multiple cancer types [58]. Our results suggest a new regulatory layer of the MYC gene through circRNAs and highlight the significant roles of circMYC in tumorigenesis.

CircRNAs may also affect the efficacy of drug treatments. In this study, we validated the drug response through multiple large-scale pharmacologic data. In particular, we observed that the circMYC expression is correlated with the drug response of Belinostat and Vorinostat, two HDAC inhibitors, in both GDSC and CTRP datasets. We observed strong association between the response to drugs that target chromatin histone acetylation and the expression of circRNAs. Previous studies showed a significant association between circRNA abundance and chromatin-bound [5], which might explain our observations. Further investigation is necessary to understand the connections between circRNAs and chromatin epigenetic changes.

CCLE generated RNA-seq data based on polyA-selection library, which may not be the ideal library preparation strategy for circRNA. However, CCLE RNA-seq data represents the only resource in such a large magnitude, and we did detect a considerate number of circRNAs across cell lines (median number 339, and maximum number 1341). Furthermore, the recent release of next-generation CCLE facilitates the development of novel therapeutic strategies [19]. With the appropriate RNA library, sequence depth, and read length, it is possible to identify more circRNAs [56], but it is appropriate to compare the same circRNAs across cell lines instead of comparing different circRNAs.

To facilitate circRNA research in the community, we constructed an interactive and user-friendly data portal, CircRiC, which provides comprehensive analysis of circRNAs with multidimensional data across ~ 1000 cancer cell lines. Our data resource is a complement to MiOncoCirc, which covered circRNA expression from more than 2000 tumor samples and a few cancer cell lines (*n* = 28) [17]. We expect that CircRic will help researchers to better select the appropriate cancer cell lines to understand the role of circRNAs in cancers.

## Conclusions

In conclusion, we systematically characterized circRNAs in ~ 1000 cancer cell lines and demonstrated the lineage specificity of circRNAs across multiple human cancer lineages. We identified potential factors involved in circRNA biogenesis and confirmed that TGF-β signaling promotes circRNA formation. We observed that clinically actionable genes are likely to generate more circRNAs, potentially due to the enrichment of RBP binding sites. We further characterized the functions of circMYC in promoting cell proliferation and revealed the potential link between circRNA expression and pharmaceutical profiling. Finally, we developed a user-friendly data portal CircRic that integrates our data to benefit the research community.

## Additional file

Additional file 1: **Figure S1.** Expression landscape of circRNAs across cancer cell lines. **Figure S2.** Potential regulation of EMT on biogenesis of circRNAs. **Figure S3.** Enrichment of circRNAs in clinically actionable genes. **Figure S4.** Characterization of functional effects and drug response of circMYC in cancer. **Figure S5.** Therapeutic liability of circRNAs in CTRP. **Figure S6.** Examples of modules in CircRiC. **Table S1**. Summary of circRNAs identified across different cancer cell lines.

## Data Availability

The RNA-seq data for TGF-β treatment have been submitted to the NCBI Gene Expression Omnibus (GSE119145). All other data is available at CircRic data portal (https://hanlab.uth.edu/cRic).

# Supplementary material for: Comprehensive characterization of circular RNAs in ~ 1000 human cancer cell lines
**Source:** Genome Med. 2019 Aug 26;11:55. doi: 10.1186/s13073-019-0663-5
**Supplement:** Supplementary file 1 — Figure S1. Expression landscape of circRNAs across cancer cell lines. Figure S2. Potential regulation of EMT on biogenesis of circRNAs. Figure S3. Enrichment of circRNAs in clinically actionable genes. Figure S4. Characterization of functional effects and drug response of circMYC in cancer. Figure S5. Therapeutic liability of circRNAs in CTRP. Figure S6. Examples of modules in CircRiC. Table S1. Summary of circRNAs identified across different cancer cell lines.

Figure S1

A

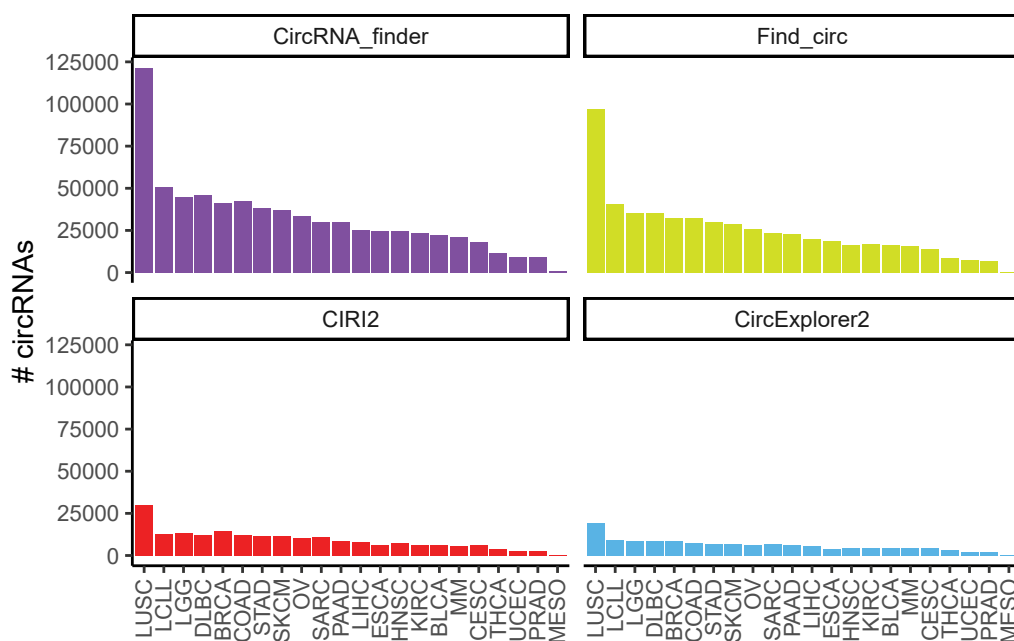

B

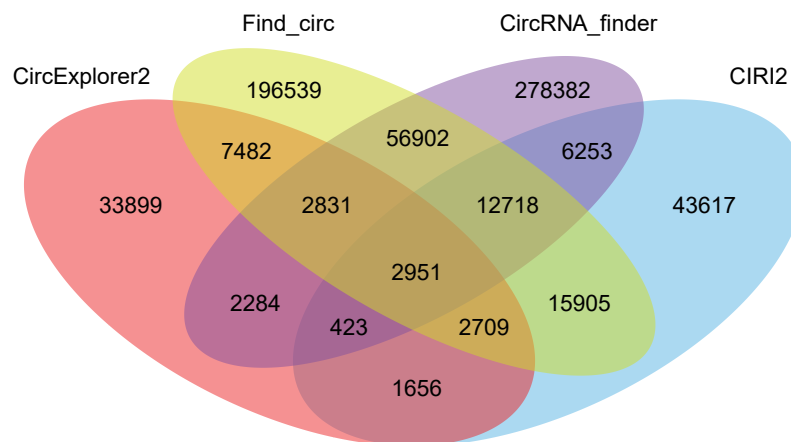

C

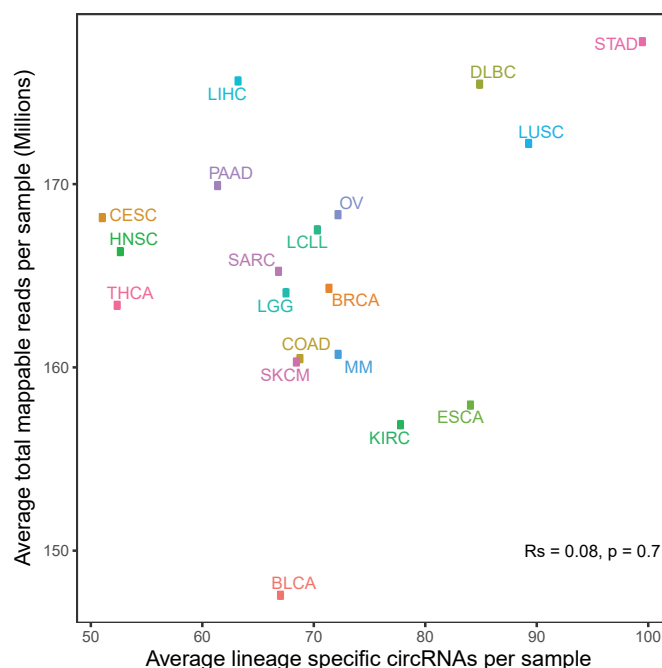

**Figure S1. Expression landscape of circRNAs across cancer cell lines.**

(A) Numbers of circRNAs detected by four circRNA identification algorithms across cancer cell lines (CircRNA\_finder, Find\_circ, CIRI2, CircExplorer2). (B) Venn diagram depicting the overlap among the four algorithms. (C) No significant correlation ( $R_s = 0.08$ ,  $p = 0.7$ ) between average cancer lineage specific circRNA and average mappable reads across cancer lineages.

Figure S2

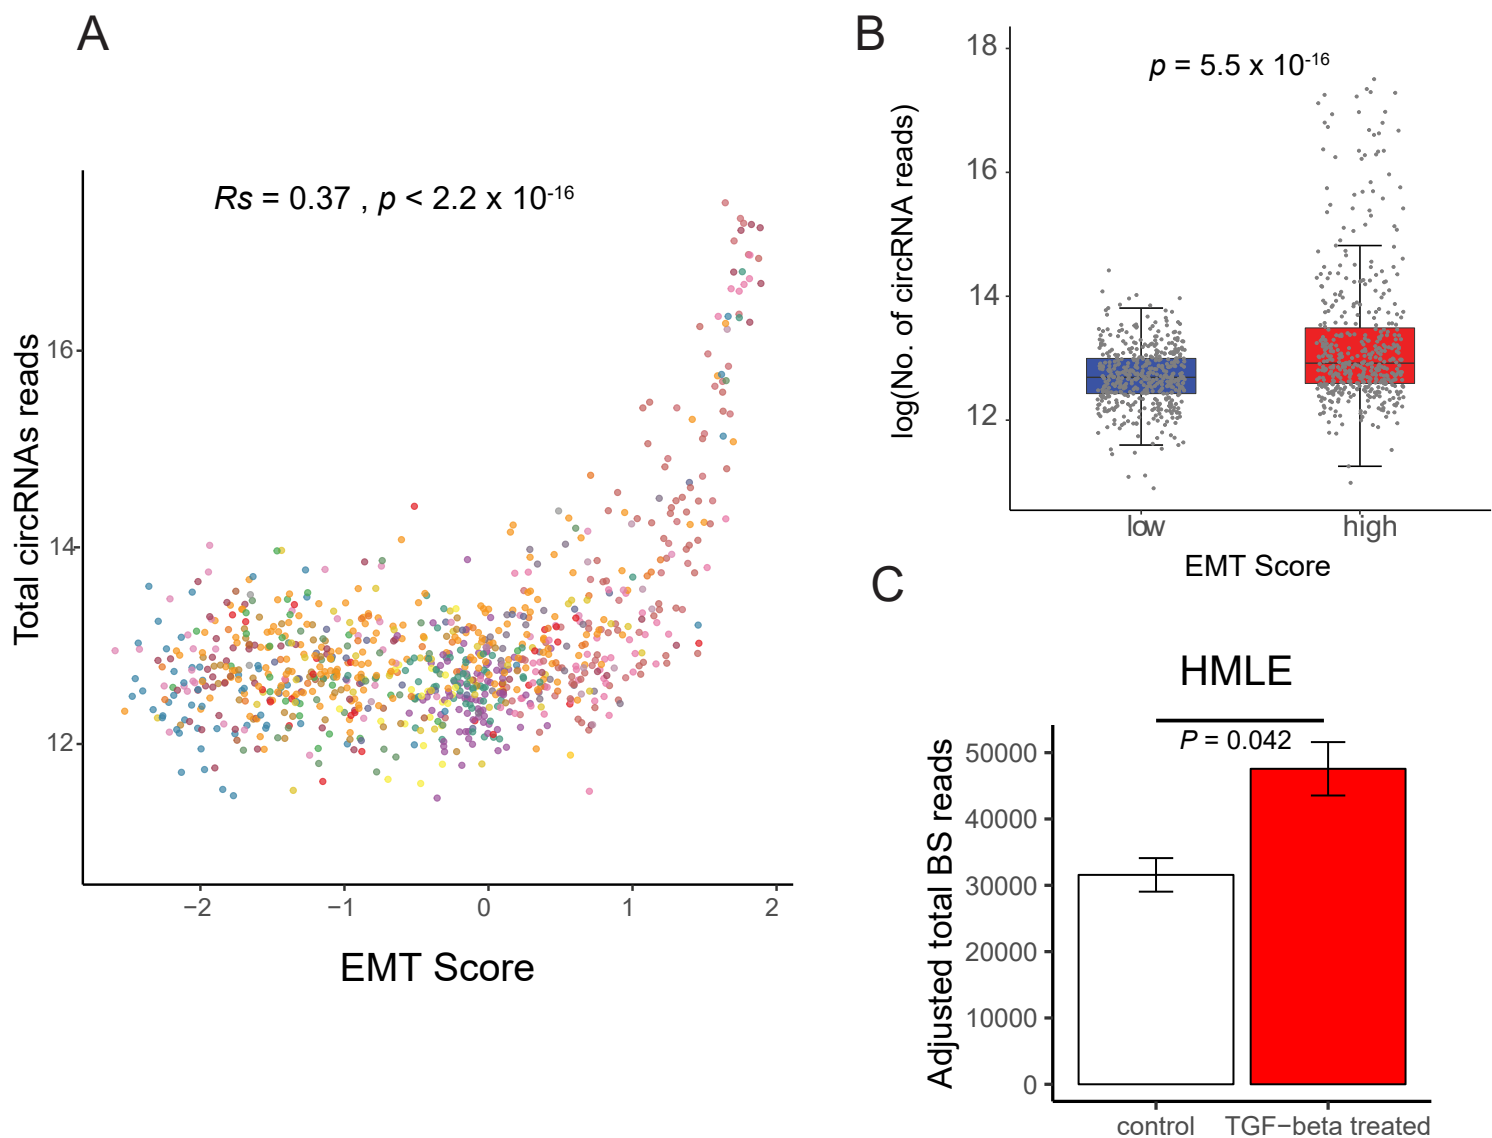

**Figure S2. Potential regulation of EMT on biogenesis of circRNAs.** (A) Significant correlation between EMT score and total circRNA backsplicing reads across cancer cell lines. (B) Increased number of circRNA backsplicing reads detected from high EMT Score cell lines compared to low EMT Score cell lines. (C) Increased backsplicing reads upon TGF- $\beta$  treatment in human HMLE cells.

Figure S3

A

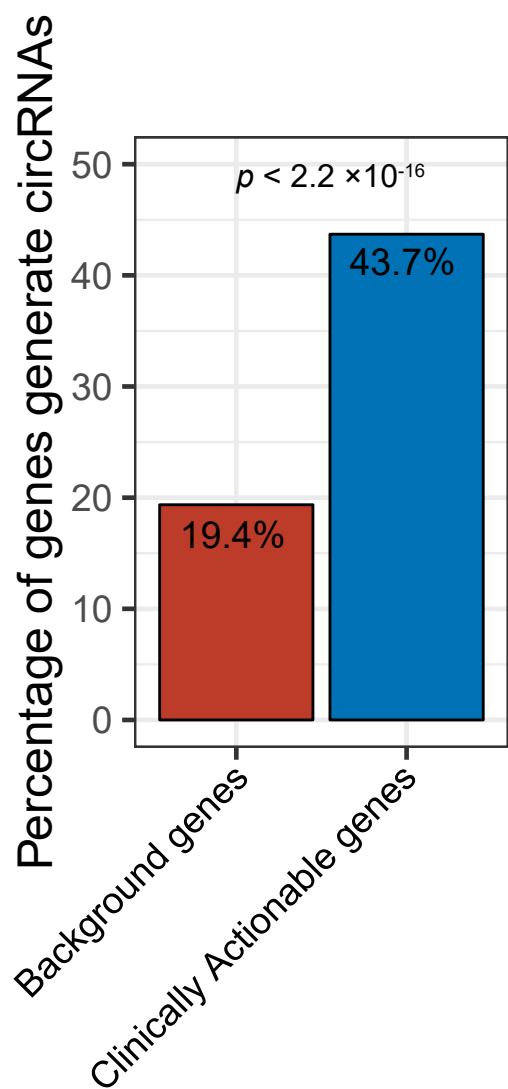

B

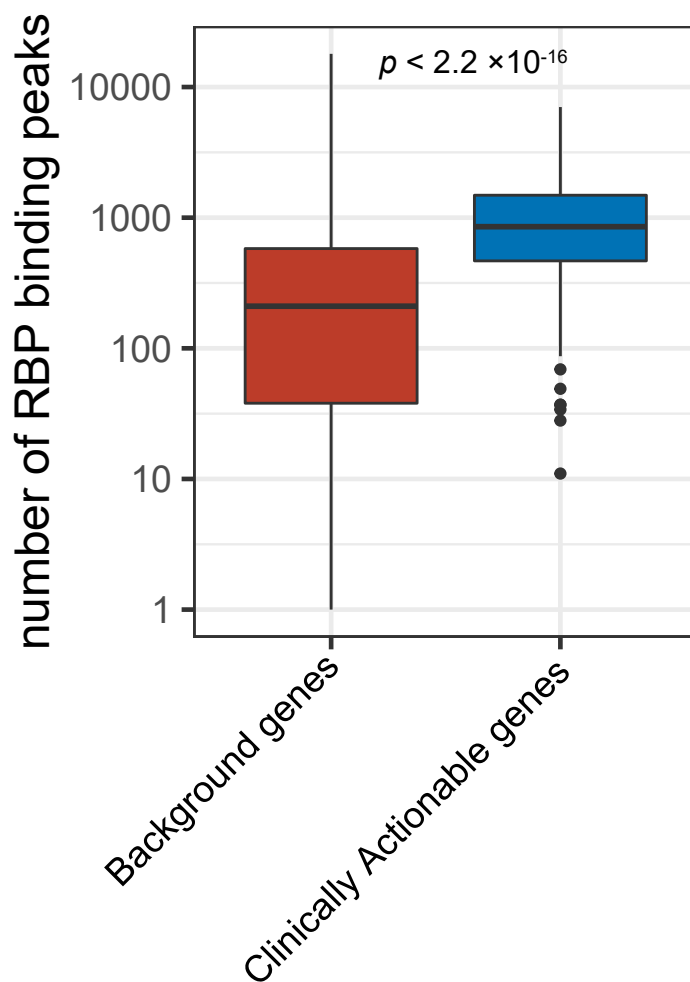

**Figure S3. Enrichment of circRNAs in clinically actionable genes.**

(A) Enrichment of circRNAs from clinically actionable genes compared with that of background genes (Pearson's Chi-squared test,  $p < 2.2 \times 10^{-16}$ ). (B) Significantly higher number of RBP binding peaks of clinically actionable genes compared to that of background genes (Wilcoxon rank-sum test,  $p < 2.2 \times 10^{-16}$ ).

Figure S4

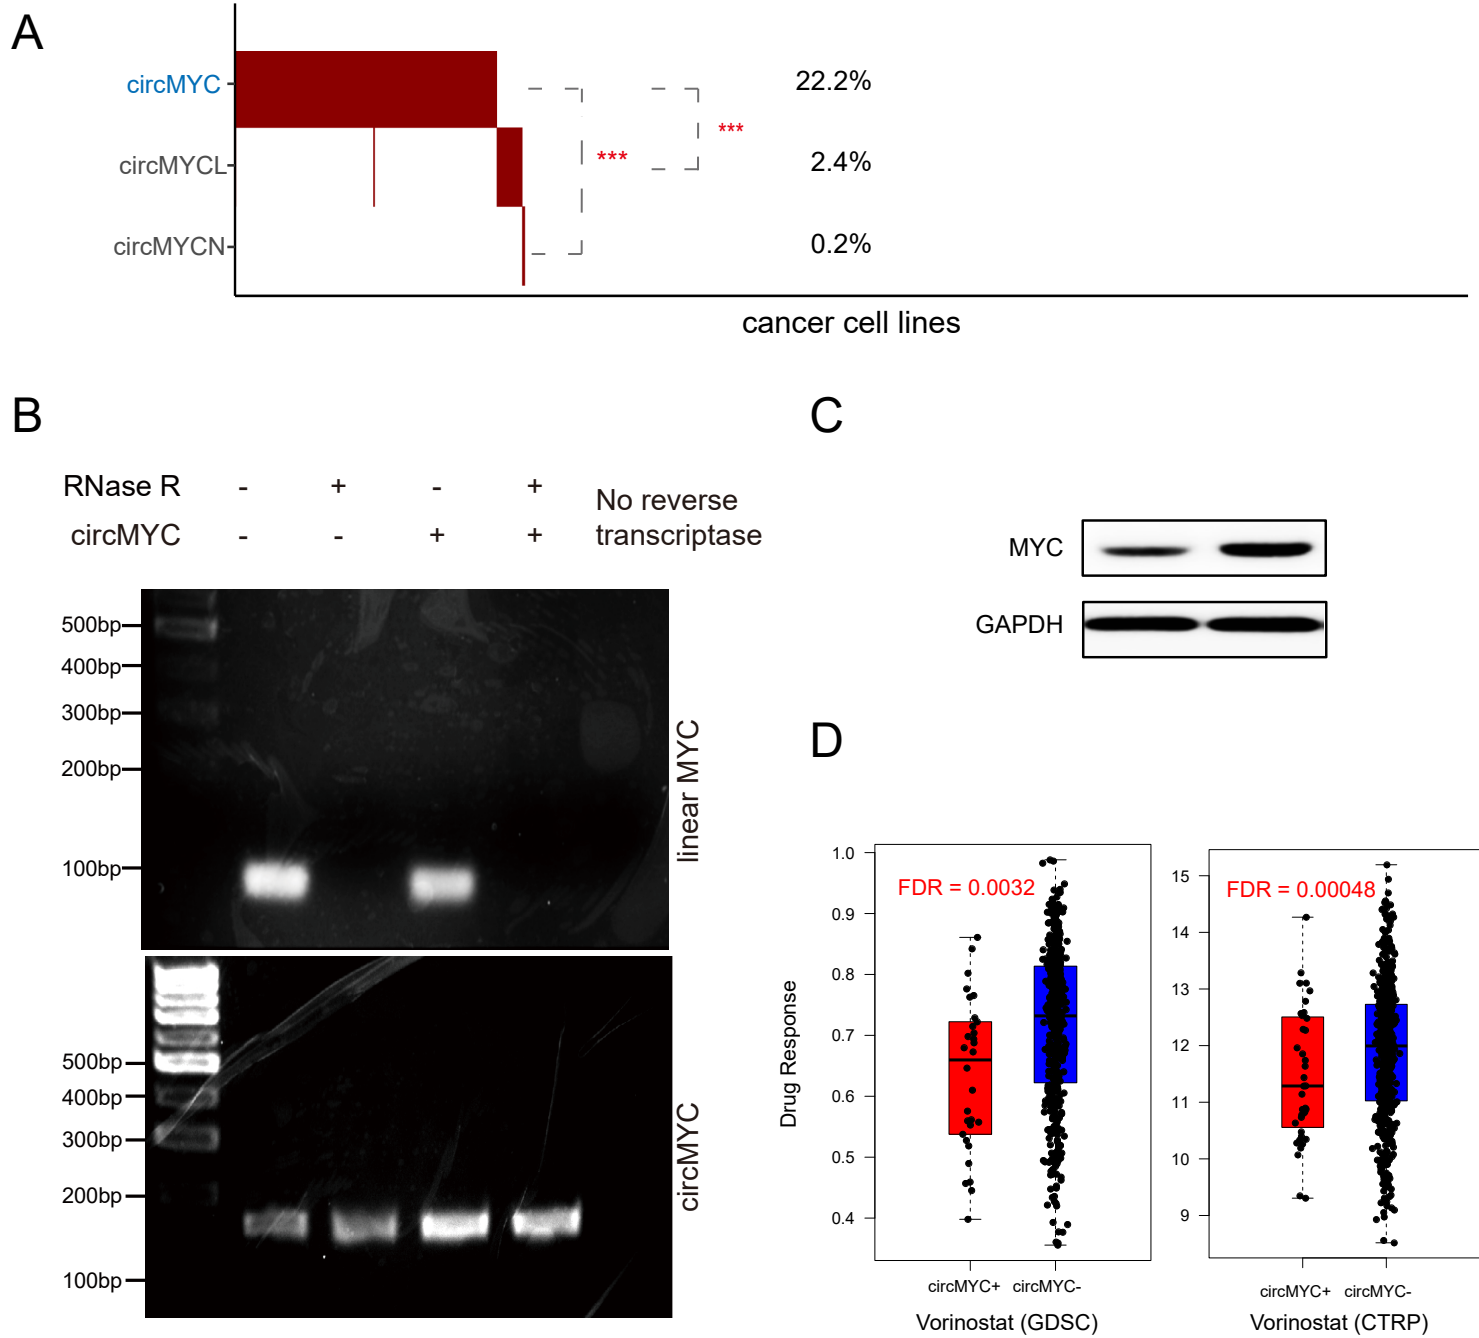

**Figure S4. Characterization of functional effects and drug response of circMYC in cancer.** (A) CircRNA expression of MYC, MYC human paralogous genes (MYCN and MYCL) across cancer cell lines. (B) PCR of linear MYC and circMYC with or without treatment of RNase R. (C) Overexpression of MYC protein level in MDA-MB-231 cells transfected with circMYC. (D) Comparison of Vorinostat response between circMYC positive and negative cells from GDSC and CTRP dataset (FDR calculated from Wilcoxon rank-sum test with multiple adjustment).

\*\*\* :  $p < 0.001$

Figure S5

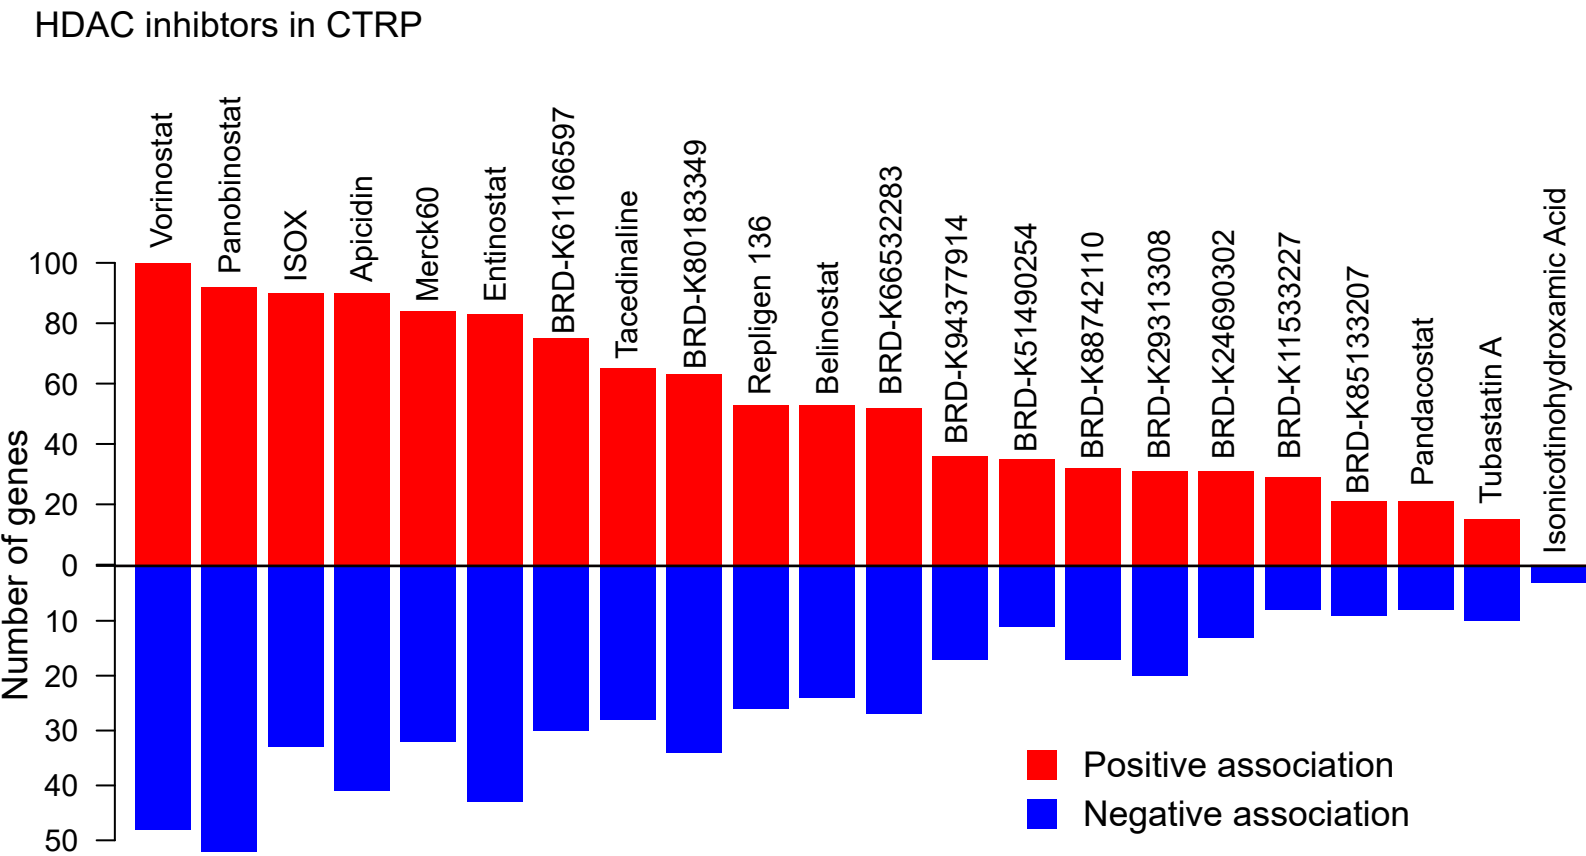

**Figure S5. Therapeutic liability of circRNAs in CTRP.**

The numbers of HDAC inhibitor drugs significantly associated with circRNAs in Cancer Therapeutic Response Portal (CTRP) dataset. Blue bar denotes negative association and red bar denotes positive association.

Figure S6

A

circNotch2:chr1\_120508075\_120508189

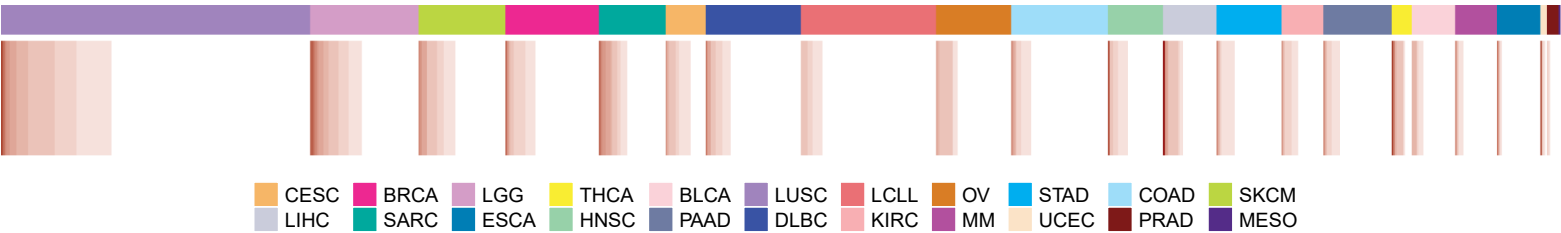

B

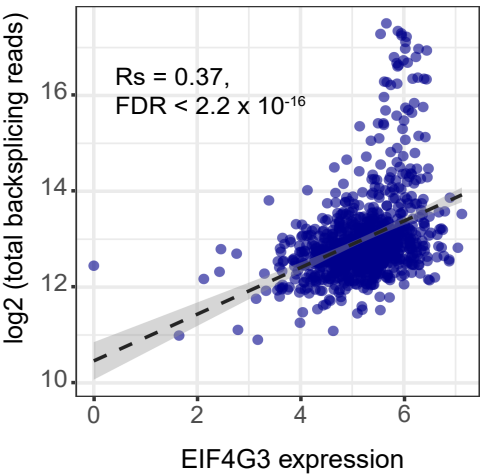

C

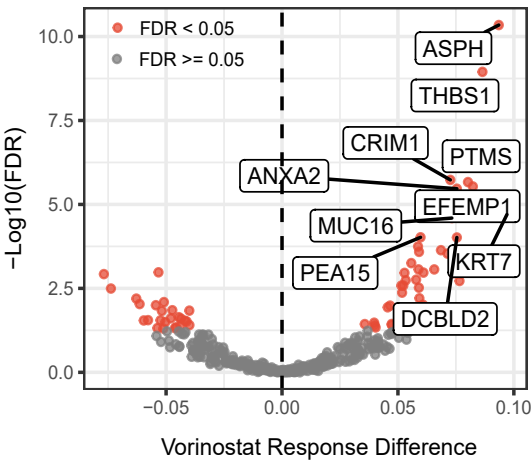

D

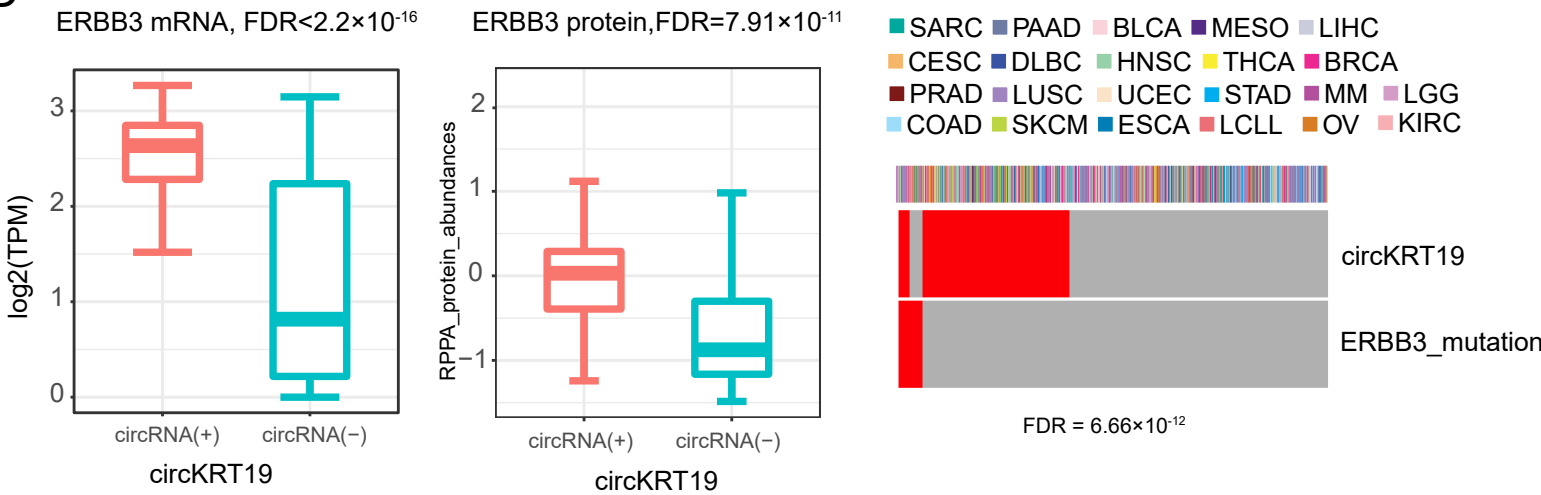

Figure S6. Examples of modules in CircRiC.

(A) Expression landscape of circMYC across different cancer cell lines. (B) Correlation of EIF4G3 gene expression with total backsplicing reads. (C) Association between circRNAs and sensitivity to vorinostat using GDSC drug-response dataset. (D) Associations between circKRT19 and ERBB3 mRNA, protein and mutation profile.

**Table S1.** Summary of circRNAs identified across different cancer cell lines

| <b>Cancer Lineages</b>                                                         | <b>No. of cell lines</b> | <b>No. of circRNA</b> |
|--------------------------------------------------------------------------------|--------------------------|-----------------------|
| <b>Lung squamous cell carcinoma [LUSC]</b>                                     | 186                      | 77284                 |
| <b>Chronic lymphocytic leukemia [LCLL]</b>                                     | 81                       | 26172                 |
| <b>Brain lower grade glioma [LGG]</b>                                          | 65                       | 26038                 |
| <b>Colon adenocarcinoma [COAD]</b>                                             | 58                       | 21450                 |
| <b>Diffuse large B-cell lymphoma [DLBC]</b>                                    | 57                       | 20654                 |
| <b>Breast invasive carcinoma [BRCA]</b>                                        | 56                       | 20525                 |
| <b>Skin cutaneous melanoma [SKCM]</b>                                          | 52                       | 19366                 |
| <b>Ovarian serous cystadenocarcinoma [OV]</b>                                  | 45                       | 18296                 |
| <b>Pancreatic adenocarcinoma [PAAD]</b>                                        | 41                       | 17639                 |
| <b>Sarcoma [SARC]</b>                                                          | 40                       | 15715                 |
| <b>Stomach adenocarcinoma [STAD]</b>                                           | 39                       | 13381                 |
| <b>Head and neck squamous cell carcinoma [HNSC]</b>                            | 33                       | 11476                 |
| <b>Liver hepatocellular carcinoma [LIHC]</b>                                   | 32                       | 10157                 |
| <b>Bladder urothelial carcinoma [BLCA]</b>                                     | 26                       | 9132                  |
| <b>Esophageal carcinoma [ESCA]</b>                                             | 26                       | 8899                  |
| <b>Kidney renal clear cell carcinoma [KIRC]</b>                                | 25                       | 8177                  |
| <b>Multiple myeloma plasma cell leukemia [MM]</b>                              | 25                       | 7786                  |
| <b>Cervical squamous cell carcinoma and endocervical adenocarcinoma [CESC]</b> | 24                       | 7427                  |
| <b>Thyroid carcinoma [THCA]</b>                                                | 12                       | 4186                  |
| <b>Prostate adenocarcinoma [PRAD]</b>                                          | 7                        | 2704                  |
| <b>Uterine corpus endometrial carcinoma [UCEC]</b>                             | 4                        | 2684                  |
| <b>Mesothelioma [MESO]</b>                                                     | 1                        | 181                   |

How the deposited data were processed for this re-analysis (not part of the article)

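Backsplicing reads were measured by RNA-seq in 6 libraries of A549 cells: 2 of control cells, 2 of cells given TGF-β1 at 5 ng/mL for 30 min and 2 of cells pretreated with 5 μM SIS3 for 1 h and then given TGF-β1. Libraries were assigned to groups and replicate numbers from the sample titles and the paper's methods, and each column of the table was matched to a library by its title. No 2 libraries held identical values, and at most 7.81% of the circRNAs shared by any pair of libraries had equal values.

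The authors made the deposited values, which are expected counts of backsplicing reads, by calling circRNAs with 4 tools, keeping those found by at least 2 tools with at least 2 reads and averaging the reads over the tools that found them. The values were checked: they are multiples of the fractions that averaging over 2 to 4 tools gives, the lowest is 2, and 31.7% of the 7685 values equal 2. The division by the total number of reads that the methods describe is not visible in them. The versions of the tools and the genome build are not named in the paper's text. The paper's interval for circMYC lies outside that gene in GRCh38, and at most 0.136% of the circRNA starts and 0.214% of the ends fall on an annotated GRCh38 exon boundary at any shift of up to 2 bases, so gene names were not assigned and no coordinates were converted. The table lists no circRNA on the mitochondrial genome or on unplaced contigs.

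From these values the total number of backsplicing reads, the number of circRNAs and the mean number of reads per circRNA were computed for each library. Missing calls were counted as 0. Totals lay between 14028 and 33765 backsplicing reads per library. These totals describe the called circRNAs and are not the sequencing depth, which was not used here. Groups were compared by the ratio of their means and by a two-sided exact permutation test, whose smallest p with 2 libraries against 2 is 0.333. Per-circRNA log2 ratios used the group means with a pseudocount of 1 over the 167 circRNAs called in all 6 libraries. The correlation between the ratio of TGF-β to control and that of SIS3 to TGF-β was set beside 1000 simulations of unchanged groups with the spread seen between replicates.

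For tests of single circRNAs the values were rounded to whole numbers and fitted with edgeR 4.0.16 in R 4.3.3 (TMM, filterByExpr, glmQLFit and glmQLFTest, 3 groups in one fit), with Benjamini-Hochberg adjusted p under 0.05 as the threshold. DESeq2 1.42.0 was an alternative. Other computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The fits were tested on simulated data with the library sizes and means of the real table, in which 102 of 5134 circRNAs were changed 4-fold. With a dispersion of 0.05, edgeR called 82 of the 94 changed circRNAs that were tested, with 4 false calls among 86. With the dispersion estimated from these libraries (1.20), it called 0 of 81 and DESeq2 called 2 of 81, so a 4-fold change of a single circRNA is rarely detectable here.

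A sum per host gene was planned, but the table names no gene. Circular RNAs that overlap on the same strand were therefore merged into 3085 loci, of which 2666 hold 1 circRNA, and these were tested in the same way. Merged loci can hold more than 1 gene, and loci that overlap on opposite strands are uncertain in their strand. The rule for naming circRNAs, set before the data were examined, took the 3 largest rises and the 3 largest falls past the threshold in each comparison, the 5 with the highest mean and those of genes the paper names. Since the table pairs no circRNA with a gene, the part of the rule on genes could not be applied by gene name. Of the circRNAs taken by the other parts, not all are printed. The 5 with the highest mean are among those left out. Their adjusted p with TGF-β against control was from 0.457 to 0.994 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Alternatives set before the data were examined covered scaling, filters, thresholds, pseudocounts, DESeq2, the groups in the fit, the replicate number as a block and leaving out each replicate. The alternatives on loci and on missing calls counted as 1 were added after the data were seen. The gene-level expression of A549 cells and the other cell lines of the paper were not analysed here.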

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

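All tests in this part were chosen after the results were seen.

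The paper reports the total number of backsplicing reads with TGF-β, and not where they lie. Among the 10 loci with most reads, 5 had both TGF-β libraries above both control libraries and an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with log2 fold changes from 1.07 to 4.38. The locus on the minus strand of chromosome 2 from 216226737 to 216300791 overlaps the plus-strand locus from 216225614 to 216300791. Both are among these 5, so the 5 are not all separate intervals. The largest of these 5 changes was on the minus strand of chromosome 13 from 110822893 to 110895081, where 46 circRNAs summed to 21 and 16 reads in the control libraries, 456.5 and 509 with TGF-β, and 423 and 490.5 with TGF-β + SIS3. Its log2 fold change with TGF-β was 4.38 (standard error 0.23, adjusted p = 5.3e-04 from the same edgeR test with Benjamini-Hochberg adjustment). It stayed between 3.67 and 4.70 under the other settings tried, with an adjusted p of at most 0.0123 (edgeR or DESeq2). Of all loci tested, 2 were called with the table totals in place of TMM (1 higher, 1 lower) and 1 with the replicate block. The other loci of these 5 lost their call in both settings. A difference in sequencing depth between the groups would move every locus by one factor. After TMM scaling 19 loci were called, 15 higher and 4 lower, which argues against depth as the only difference. TMM removes a shared factor first, so these calls do not show how much of the total's rise is due to depth. A change in transcription of the host genes stays open as the biological explanation that the treatment names, because linear reads of these genes were not used here. A change in circularization at these loci was not separated from it. The table names no host gene, so whether the loci with most reads belong to the collagen gene that the paper uses as its marker of TGF-β signaling was not determined here.

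The interval with most reads, on chromosome 17, has circRNAs on both strands. On the plus strand, from 48261541 to 48278952, the mean over the 6 libraries was 1438 reads. If single reads of a junction were assigned to the wrong strand, the same start and end would be listed on both strands. The table has 0 such circRNAs among its 5134, and 12 with both ends within 5 bases of those of a circRNA on the other strand, which argues against single reads on the wrong strand, unless calls with the same ends were merged across strands before the table was made, a step the paper's text does not describe. Of the 953 circRNAs in the 10 loci with most reads, 836 (87.7%) overlap a circRNA on the other strand, and of the other 4181, 717 (17.1%) do. The reads on the plus strand as a percentage of those on the minus strand were 23.1 and 5.71 in the control libraries, 10.5 and 9.07 with TGF-β, and 13.1 and 10.6 with TGF-β + SIS3. The highest was 4.05 times the lowest. In the other intervals with both strands among the 10 loci, the highest was 1.43 times the lowest on chromosome 2 and 24.4 times on chromosome 7. On chromosome 7 the range was 8.99 times without TGF-β replicate 1, where a single circRNA held 86.3% of the reads of the strand with fewer reads. A wrong strand given to whole circRNAs and transcription from the other strand cannot be told apart here, because the overlap of 87.7% would be seen with either and no sequence of this genome build was used.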

How the results depend on the processing

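The alternatives on loci, and the one on missing calls counted as 1, were chosen after seeing the data. The others were set before the data were examined. Causes of the changes below were not tested unless a cause is given.

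The ratio of the total of backsplicing reads with TGF-β to control (1.95) stayed above 1 under every setting tried. It was 1.62 over circRNAs called in all 6 libraries, 1.24 after scaling by the upper quartile of these circRNAs, 1.57 without the locus with most reads, 1.18 without the 10 loci with most reads and 1.45 without the 10 loci with most reads in control cells. Leaving out one replicate gave ratios from 1.72 to 2.25. The ratio with SIS3 to TGF-β alone (0.813) was reversed in 3 settings: 1.02 after upper-quartile scaling, 1.07 without the 10 highest loci and 1.06 without the 10 highest loci of the control cells. It ranged from 0.679 to 0.947 with one replicate left out. The ratio with SIS3 to control (1.58) was 1.27 both over the circRNAs called in all 6 libraries and after upper-quartile scaling, 1.26 without the 10 highest loci, and from 1.32 to 1.85 with one replicate left out.

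The ratio of the number of circRNAs with TGF-β to control (1.24) was 1.58 for circRNAs with at least 5 reads and 1.07 after the reads were drawn down to the smallest total, which lowers the number found in the larger libraries. It was between 1.12 and 1.39 with one replicate left out. With SIS3 to TGF-β alone (1.01) it was 0.975 for circRNAs with at least 5 reads, 0.931 without TGF-β replicate 2 and 0.977 without TGF-β + SIS3 replicate 2, and the fits that left out one replicate ranged from 0.931 to 1.11. After the reads were drawn down to the smallest total it was 1.08, with both SIS3 libraries above both TGF-β libraries (exact permutation test, p = 0.333, the smallest that this test gives).

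The median log2 ratio with TGF-β (0.63) was 0.95 over circRNAs with a mean of at least 10 and 0.014 after TMM scaling, which sets a shared factor to 0 by construction. It was from 0.48 to 0.72 with one replicate left out. With SIS3 against TGF-β alone it was -0.20, -0.0027 after TMM scaling, and from -0.34 to -0.09 with one replicate left out. The correlation between the log2 ratios (-0.27) was 0.15 and -0.057 with no TGF-β library shared and -0.52 over circRNAs with a mean of at least 10.

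For single circRNAs with TGF-β against control, 6 were called. There were 16 with equal library sizes, 0 with the table totals and no TMM factor, 30 with DESeq2 (21 higher, 9 lower), 47 with no filter, 5 over circRNAs with a value in all 6 libraries (2 higher, 3 lower), 22 with only the 2 groups compared and 29 with missing calls counted as 1. With SIS3 against TGF-β alone (0) there were 9 with DESeq2, 47 with no filter and 12 with missing calls counted as 1. With TGF-β + SIS3 against control (11, of which 10 higher) there were 6 with the table totals, 30 with DESeq2 (23 higher, 7 lower), 54 with no filter, 5 over circRNAs with a value in all 6 libraries (3 higher, 2 lower), 0 with only the 2 groups compared and 22 with missing calls counted as 1. The median log2 fold change of the circRNAs tested with TGF-β against control was 0.32 with TMM, 0.96 with equal library sizes and 0 with the table totals.

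For loci with TGF-β against control, 19 were called (15 higher, 4 lower), 16 with equal library sizes (15 higher, 1 lower) and 2 with the table totals (1 higher, 1 lower). With SIS3 against TGF-β alone (0) DESeq2 called 1, and 1 was called with no filter. With TGF-β + SIS3 against control, 13 were called, 1 with the table totals and 1 with only the 2 groups compared. The median log2 fold change of the loci with TGF-β was -0.17 with TMM, 0.11 with equal library sizes and -0.85 with the table totals.

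The replicate numbers do not pair the libraries: the deviations of libraries with the same number correlated at 0.04 between control and TGF-β, 0.10 between control and TGF-β + SIS3 and -0.11 between TGF-β and TGF-β + SIS3. With the replicate block, the ratio of the totals with TGF-β to control was 1.96, that with SIS3 to TGF-β 0.804 and that with SIS3 to control 1.58. The block left 0 circRNAs called in each of the 3 comparisons, and 1, 0 and 1 loci with TGF-β against control, SIS3 against TGF-β and SIS3 against control. With 6 libraries, the block takes a degree of freedom from the fit.

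Among the other settings for the 3 circRNAs and the 2 loci whose tests are given, no direction changed. In 8 cases a circRNA was no longer past the threshold: the 3 circRNAs with the table totals in place of TMM and with the replicate block, the one on chromosome 13 with no filter and the one on chromosome 7 with only the 2 groups compared. In 3 cases the chromosome 17 locus passed it with TGF-β against control, with DESeq2, over loci with a value in all 6 libraries and with only the 2 groups compared. The planned sums per host gene were not run, because the table names no gene. Leaving out mitochondrial and unplaced contigs removed nothing, since the table lists none. No calls were made with one replicate left out, because one group then has a single library. The spread between replicates limits the tests of single circRNAs, as the biological coefficient of variation was 1.10 for circRNAs and 0.53 for loci.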

Differences from the paper's values

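No value differed from the paper's by more than 1.5 times. The mean total number of backsplicing reads was 16180 in control cells, 31546 with TGF-β and 25642 with TGF-β + SIS3, against the paper's about 20000, about 35000 and about 27000 in Fig. 2e, read by eye. The figure's values for control and TGF-β lie above both deposited totals of each group (18331 and 14028, 33765 and 29327). That for TGF-β + SIS3 lies between its libraries. Whether Fig. 2e shows values divided by the total number of reads is not stated, so the measures may differ. The paper reports the fall of the total with SIS3 as significant. In the deposited values TGF-β + SIS3 replicate 2 lay above TGF-β replicate 2, so the deposited totals of these groups overlap. The paper's own test was not repeated here, and the exact permutation test used in its place cannot pass 0.05 with 2 libraries per group, so it does not bear on the paper's p.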

Other observations

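All tests in this part were chosen after the results were seen.

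The rise of the total with TGF-β was weighed against technical explanations. A few loci with most of the reads may account for much of it: without the 10 loci with the highest mean, the ratio of the totals was 1.18. Those loci were picked with the TGF-β libraries included. Without the 10 loci highest in control cells alone, the ratio was 1.45 and both TGF-β libraries stayed above both control libraries. Missing calls as the whole cause are argued against by the ratio of 1.62 over circRNAs called in all 6 libraries. As an exception in this part, that setting was chosen before the data were examined. Sequencing depth as the only difference between the groups is argued against by the 19 loci called in both directions after TMM scaling. With the table totals 2 were called, 1 higher and 1 lower. These calls do not weigh depth as the cause of the rise of the total, because TMM removes a shared factor first. How much of the rise depth accounts for stays open, since the number of sequenced reads was not used here. Over the 86 loci called in all 6 libraries, the median log2 ratio was 0.19 with TGF-β against control and 0.18 with TGF-β + SIS3 against TGF-β alone. TGF-β treatment stays open as the biological explanation.

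Of the 15 loci called higher with TGF-β, 9 were lower and the others higher with SIS3 than with TGF-β alone, and the median log2 fold change was -0.03 after TMM scaling. The median was above 0 with equal library sizes (0.15), with the table totals (0.49) and with DESeq2 (0.05), so its direction depends on the scaling. In simulations of unchanged loci, picking the 15 with the highest ratio of TGF-β to control gave a median of -0.51 (95% of the values from -0.96 to -0.06), because the same TGF-β libraries serve for the choice and the comparison. In all 15, both SIS3 libraries lay above both control libraries. In the simulations of unchanged loci this held for 8.98 of the 15 picked loci on average (95% of the values from 5 to 13), because the same control libraries serve for the choice and the comparison. Of these loci, 4 had no call in control cells.

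Many circRNAs were called with many reads in one replicate and not at all in the other. Of 621 cases of a circRNA with at least 20 reads in a replicate of a group, 206 (33.2%) had no call in the other replicate, and 185 of these lie in the 10 loci with most reads. The highest value beside a missing call was 1322.5 reads. Sampling of few reads at the spread seen for loci is argued against, since 100 simulated data sets with that spread gave at most 11 such cases. The spread of single circRNAs was larger (biological coefficient of variation 1.10, against 0.53 for loci) and was not used in these data sets. Sampling at that larger spread was therefore not tested. A shifted junction is argued against as well, because 2 of the 206 had a circRNA within 5 bases of both ends that was called only in the other replicate. A candidate explanation is that these calls rest on few tools and fall below the rule of 2 tools. A value with a fraction that needs 3 or 4 tools was found in 16.5% of the 206 values and in 30.1% of the 735 values of circRNAs called in both replicates (Fisher's exact test, p = 8.7e-05, with values of one circRNA not independent of each other). The values of each tool were not used here, and no biological explanation was tested.

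The libraries with SIS3 were closer to those with TGF-β alone than to the control libraries. Over the 167 circRNAs called in all 6 libraries, Pearson's r of the log2 values between library pairs, which is across circRNAs, was from 0.91 to 0.93 between SIS3 and TGF-β libraries, from 0.83 to 0.86 between SIS3 and control libraries, and from 0.88 to 0.92 between replicates.

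At the paper's interval for circMYC, on chromosome 8 from 128752711 to 128752871, the table lists no circRNA in any of the 6 A549 libraries. At the interval in the label of Figure S6A for circNotch2, it lists 5 reads in TGF-β + SIS3 replicate 1 and no call elsewhere. For A549 cells of the cell line encyclopedia the paper's reported number of circRNAs is 893, and the control libraries here held 1219 and 978.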
